# Antihypertensive Potential of *Pistacia lentiscus* var. *Chia*: Molecular Insights and Therapeutic Implications

**DOI:** 10.3390/nu16132152

**Published:** 2024-07-05

**Authors:** Panagiotis Efentakis, Lydia Symeonidi, Despoina D. Gianniou, Eleni V. Mikropoulou, Panagiota Giardoglou, Dimitrios Valakos, Giannis Vatsellas, Maria Tsota, Nikolaos Kostomitsopoulos, Ilias Smyrnioudis, Ioannis P. Trougakos, Maria Halabalaki, Georgios V. Dedoussis, Ioanna Andreadou

**Keywords:** hypertension, chios mastic gum, phytotherapeutic, renal endothelium

## Abstract

**Background:** Hypertension poses a significant global health burden and is associated with cardiovascular morbidity. Chios mastic gum (CMG), derived from *Pistacia lentiscus* var. *Chia*, shows potential as a phytotherapeutic agent, due to its multifaceted beneficial effects. However, its anti-hypertensive effects and vascular, circulatory, and renal-related dysfunction, have not been thoroughly investigated. Herein, we aimed to explore the antihypertensive potential of CMG, focusing on vascular and renal endothelium, in vivo. **Methods:** Two models of hypertension in male rats, induced by Angiotensin II and Deoxycorticosterone acetate (DOCA)–high-salt administration, were utilized. CMG was administered at 220 mg/kg daily for four weeks after hypertension onset and blood pressure was measured non-invasively. Whole blood RNA sequencing, metabolomics, real-time PCR, and Western blot analyses of kidney and aorta tissues were additionally performed. **Results:** CMG significantly lowered systolic, diastolic, and mean blood pressure in both models. RNA sequencing revealed that CMG modulated immunity in the Angiotensin II model and metabolism in the DOCA–HS model. CMG downregulated genes related to oxidative stress and endothelial dysfunction and upregulated endothelial markers such as Vegfa. Metabolomic analysis indicated improved endothelial homeostasis via lysophosphatidylinositol upregulation. **Conclusions:** CMG emerges as a potent natural antihypertensive therapy, demonstrating beneficial effects on blood pressure and renal endothelial function.

## 1. Introduction

Hypertension stands as a prevailing global health challenge, raising critical concern in clinical practice and posing substantial risks to individuals’ cardiovascular health [1]. Its intricate interplay with various comorbidities, particularly regarding the cardiovascular system, underscores the urgency for innovative therapeutic approaches. Beyond its well-documented impact on myocardial function, hypertension exerts significant vascular and nephrological consequences, posing substantial risks to both the vascular and renal systems [2]. Persistently, elevated blood pressure leads to endothelial dysfunction, characterized by impaired vasodilation, increased vascular permeability, and enhanced oxidative stress, all of which contribute to the development of atherosclerosis and arterial stiffness [3]. This dysfunction initiates a detrimental cascade, promoting atherosclerosis, arterial stiffness, and ultimately, cardiovascular events. Mechanistically, hypertension-induced oxidative stress, inflammation, and dysregulated nitric oxide (NO) pathways contribute to endothelial dysfunction, exacerbating vascular compromise [4]. These vascular alterations not only heighten the risk of cardiovascular events, but also impair organ perfusion, exacerbating renal damage [2].

Hypertension-induced renal injury manifests through various mechanisms, including glomerular hypertension, oxidative stress, and inflammation, culminating in progressive renal dysfunction and the development of chronic kidney disease (CKD). Moreover, hypertension is a leading cause of hypertensive nephropathy, a specific form of CKD characterized by glomerular sclerosis, tubulointerstitial fibrosis, and eventual renal failure [5]. The complicated interplay between hypertension, vascular pathology, and renal dysfunction underscores the necessity for comprehensive management strategies, targeting both blood pressure control and organ-specific complications, to mitigate the considerable morbidity and mortality associated with hypertensive vascular and nephrological sequelae. 

*Pistacia lentiscus* var. *Chia*, commonly known as Chios mastic gum (CMG), has garnered considerable attention for its diverse pharmacological properties, including antioxidant, anti-inflammatory, vasodilatory, and cardioprotective effects [6,7]. CMG comprises of the natural polymer, namely *cis*-1,4-poly-β-myrcene, the essential oil which in turn is composed mostly of α-pinene and myrcene and the terpene fraction that can be further divided into the acidic and neutral terpenes. CMG’s most abundant compounds are the triterpenic acid isomers oleanonic, moronic, masticadienonic, and isomasticadienonic acids, with the last two being the most characteristic constituents of the resin [6]. Even though, to the best of our knowledge, CMG’s isolated triterpenes have not been thoroughly studied for their potential antihypertensive activity, several other triterpenic acids have stood out as potential antihypertensive agents, with the pentacyclic scaffold being more extensively investigated [8,9]. Throughout history, this plant has been employed in traditional medicine practices, across different cultures, for the management of various ailments, including cardiovascular disorders. Emerging preclinical and clinical scientific evidence has shed light on its potential as a novel therapeutic agent in the context of hypertension, offering a natural alternative to conventional pharmacotherapy. To date, the antihypertensive potential of long-term administration of chios mastic essential oil (CMEO) has been investigated in one clinical trial of hypertensive patients with cardiometabolic syndrome (CMS) [10] and one preclinical study. In the previous preclinical study of hypertensive rats, with an absence of cardiovascular confounders, undergoing renal artery stenosis by ligation of the renal artery for eight weeks, CMG was administered in the drinking water in a daily dose of 40 mg/kg for two weeks. CMG reduced both systolic and diastolic blood pressure, as well as renin and circulatory c-reactive protein (CRP) levels, and improved aortic elasticity in vivo. However, due to the minimal solubility of CMG in water [11], the actual per os administered dose lacks precision in the aforementioned in vivo model of hypertension. Additionally, the establishment of hypertension was surgically induced. Unilateral renal artery ligation, as therein performed, mimics the pathogenesis of renovascular hypertension observed in humans as a consequence of atherosclerotic renal stenosis [12]. Considering the nature of renovascular hypertension, which is classified as a secondary hypertension, closely related to ischemic renal disease [12], the translational value of the aforementioned study is limited. Finally, the exact mechanism of CMG’s antihypertensive potential was not investigated. 

In this study, we aim to unravel the effect of *Pistacia lentiscus* var. *Chia* on hypertension, shedding further light on its mechanism of action by focusing on circulation, vasculature, and the kidneys. We employed two translational in vivo models of hypertension, namely, the Angiotensin II (AngII) infusion via osmotic minipumps [13] and the Deoxycorticosterone acetate (DOCA)–high-salt (HS) administration [14], in male rats. These two models mimic the renin–angiotensin–aldosterone system (RAAS)-dependent and RAAS-independent primary hypertension observed in humans, respectively [15,16]. Since the antihypertensive potential of CMG has, so far, only been investigated in in vivo models of secondary hypertension [17], this illustrates the novelty of the present study. Subsequently, we investigated the regulation of signaling pathways in the circulation, the aorta, and the kidneys of the experimental animals receiving CMG, via RNA sequencing (RNAseq), metabolomics, and molecular analyses, seeking to identify molecular pathways related to its antihypertensive potential and focusing on the vascular and renal endothelium. The current work aims to identify and establish a translational rationale for the implementation of *Pistacia lentiscus* var. *Chia,* and, specifically, CMG, as an adjuvant antihypertensive phytotherapeutic, enabling its use in the clinical armamentarium of hypertension management. 

## 2. Materials and Methods

For complete materials and methods please refer to the Supplementary Materials online.

### 2.1. Animals

Twenty-four male Wistar rats, 12–14 weeks of age (300–350 g), were used for conducting this study. Experiments were performed in accordance with the “Guide for the care and use of laboratory animals” and experiments were approved by the Greek ethics committees (approval number: 179487/13-02-2023). Animals were housed and maintained in specific pathogen-free (SPF) cages (3/cage; 25 ± 1 °C) at least for one week before the experiments and had access to water and a normal chow diet ad libitum, according to ARRIVE guidelines [18]. Herein, only male rats were used for the conduction experiments. The use of male animals was selected, as male rats do not present the hormonal fluctuations that are due to the menstrual cycle observed in female rats and that lead to difficulties in data interpretation and increased variability of the results. However, according to sex relevance in preclinical models of hypertension [19], this is a limitation of the study and future studies should be conducted to investigate the sex differences in CMG antihypertensive potential.

### 2.2. Angiotensin II Model of Hypertension

Osmotic minipumps (#0000325 ALZET Model 2ML4, 2.5 μL/h, 4 weeks duration, Alzet^®^, Cupertino, CA, USA) were prefilled with 2 mg/mL AngII (#17150, human Angiotensin II, Cayman Chemical, Ann Arbor, MI, USA) in Normal Saline (N/S) corresponding to a dose of 0.4 mg/kg/day [13]. Minipumps were incubated in N/S for 24 h at 37 °C, prior to their implantation. For the establishment of the AngII-induced hypertensive model in rats, animals (n = 10) were anesthetized with isoflurane (1–2%). Subsequently the lower back of the rats was shaved, and a small incision was performed. A pocket was created subcutaneously and minipumps were implanted on the hinder part of the neck. Finally, skin was closed with 4.0 propylene sutures and rats were allowed to recover in their cages [13]. One week after the implantation of the minipumps, which is the timepoint of hypertension establishment [13], rats were divided into the following two groups: a control group, receiving N/S orally daily via gavage (n = 5) for 4 weeks; and a CMG group, receiving CMG (220 mg/kg) in N/S orally daily via gavage (n = 5) for 4 weeks. Due to low solubility of CMG in aqueous solutions [11], 2.8 g of CMG powder was suspended in 70 mL cold N/S and stored at 4 °C. CMG suspension was thoroughly vortexed prior to each administration to the rats. Fresh CMG suspension was prepared each week. At baseline, 1 week post-implantation, and 5 weeks post-implantation, rats underwent blood sampling and non-invasive blood pressure monitoring; at the endpoint of 5 weeks, rats were anesthetized by pentobarbital injection (50 mg/kg) and aorta and kidneys were excised and snap frozen in liquid nitrogen for further molecular analyses. 

### 2.3. DOCA-HS Model of Hypertension

DOCA was administered at a dose of 100 mg/kg, once weekly, subcutaneously to the rats. Additionally, rats were treated with 0.9% NaCl + 1% KCl via drinking water ad libitum [14]. At 3 weeks, which is the timepoint of hypertension establishment [14], rats were divided into the following two groups: a control Group, receiving N/S orally daily via gavage (n = 6) for 4 weeks; and a CMG group, receiving CMG (220 mg/kg) in N/S orally daily via gavage (n = 6) for 4 weeks. At baseline, 3 weeks post-treatment, and 7 weeks post-treatment, rats underwent blood sampling and non-invasive blood pressure monitoring; at the endpoint of 7 weeks, rats were anesthetized by pentobarbital injection (50 mg/kg) and aorta and kidneys were excised and snap frozen in liquid nitrogen for further molecular analyses.

### 2.4. Chios Mastic Gum Dose Selection

The dose selection of CMG was calculated based on the therapeutic dose, as proposed by the Chios Mastiha Growers Association, ranging from 1 to 5 g/person/day, and in compliance with data showing no severe adverse events of the natural product, up to the dose of 28 g/person/day [17]. Herein, since we challenged the antihypertensive potential of CMG after the establishment of hypertension, we used the highest therapeutic dose of the phytotherapeutic, that of 5 g/person/day, which corresponds to a rat-equivalent dose of 220 mg/kg according to dose extrapolation formulas [20].

### 2.5. Chios Mastic Gum Resin Analysis

CMG, collected in the “Kallimasia” area in Chios island and corresponding to the natural product administered to the rats, was analyzed by high-performance liquid chromatography/photodiode array detection/evaporative light scattering detector (HPLC-PDA-ELSD) (Agilent Technologies, Santa Clara, CA, USA) as previously described [21]. In brief, the powdered CMG was directly diluted in methanol (HPLC grade, Fisher Scientific, Leicestershire, UK), to achieve a final concentration of 5 mg/mL containing 100 μg/mL of internal standard (acetyl-ursolic acid, AUA). Samples were analyzed on an Agilent (Santa Clara, CA, USA) 1260 Infinity II HPLC, equipped with a 1260 Infinity II Quaternary Pump, a 1260 Infinity II Binary Pump and a 1260 Infinity II vial sampler, coupled linearly to a PDA and to a 1260 Infinity II ELSD. 

### 2.6. Blood Pressure Monitoring

For the measurement of arterial diastolic, systolic, and mean blood pressure, rats underwent non-invasive tail-cuff blood pressure assessment using the Coda Monitor System (Kent Scientific, Torrington, CT, USA) [22]. For the reliability of the measurements, rats were acclimated to the restrainers prior to the blood pressure monitoring, whereas 10 acclimation cycles were acquired prior to the actual measurements. Diastolic, systolic, and mean blood pressure per rat and per timepoint were calculated as an average of at least 10 correctly acquired measurement cycles.

### 2.7. Rat Plasma Liquid Chromatography—Mass Spectrometry Metabolomic Analysis

Plasma sample extraction was performed by protein precipitation and analysis by UPLC-ESI-Orbitrap-HRMS. Data processing was performed using the MzMine software version 2.53 [23] and compound annotation was based on HRMS and HRMS/MS spectral data comparison with online databases such as Human Metabolome Database (HMDB) [24], Metlin [25], and MassBank [26].

### 2.8. RNA-Sequencing Analysis

RNA was isolated from whole blood using Monarch^®^ Total RNA reagent (#T2010, New England Biolabs, Ipswich, MA, USA) as per manufacturer’s instructions. FASTQ format files were aligned to the Rattus norvegicus rn6 genome using HISAT2 program [27]. Counts were defined using the htseq-count command of HTSeq package v2.0.3 [28] using “intersection non-empty” mode and the “option” reverse regarding the library strandness, after removing the hemoglobin gene annotations from the rn6 gtf file. The count files were used as input for DESeq2 [29]. Differentially expressed genes (DEGs) were classified as those with a log2Fold-Change value less than −1.5 or greater than 1.5 and a *p*-value of ≤0.05. Pathway and Gene Ontology analysis was performed using the EnrichR web tool [30].

### 2.9. Real-Time PCR

For RNA isolation, kidneys and aortas were pulverized in liquid nitrogen and extracted using the standardized Trizol protocol. RT-PCR was performed with the CFX96 Real-Time PCR Detection System (Bio-Rad, Munich, Germany) using the SYBR^®^ Green method (Eva Green, Solis BioDyne, Tartu, Estonia) according to the manufacturer’s instructions [31].

### 2.10. Western Blot

Western blot analysis in aortic and kidney tissues was performed as previously described [32]. Primary antibodies against phospho-eNOS (Ser1177, #9571), eNOS (#32027), phos-pho-Akt (Ser473, #4060), Akt (#9272), and GAPDH (#2118) (Cell Signaling Technology, Europe, B.V., Eindhoven, The Netherlands) were used at 1:1000 dilution. Secondary HRP-linked antibodies, anti-mouse and anti-rabbit, were used (#7076, #7074 Cell Signaling Technology, Europe, B.V.) for protein visualization at 1:2000 dilution.

### 2.11. Statistical Analysis

Data are presented as means ± standard deviation (SD). Continuous variables were compared between two groups using parametric, unpaired Student’s *t*-test without assumption of consistent means. Multiple *t*-tests were used in the time-course assessment of CMG’s impact on arterial systolic, diastolic, and mean blood pressure. No assumption of equal variability of differences was performed and data were corrected with Greenhouse–Geisser correction. A *p*-value of at least <0.05 was considered statistically significant. All statistical analyses and graph preparation were performed using GraphPad Prism 8.5 analysis software (GraphPad Software, Inc., La Jolla, CA, USA) and SIMCA 17.0.2 analysis software. No outliers due to biological diversity were excluded. Samples that did not meet our technical criteria were not included in the analyses a priori. The absence of outlying values was confirmed by GraphPad Prism analysis software, using the ROUT method and Q = 1%. 

## 3. Results

### 3.1. Quantification of CMG Major Constituents

The quantification of CMG’s major triterpenic acids was based on the calibration curves method using standards isolated in house [22]. Masticadienonic (MNA, PubChem CID: 44421209) and isomasticadienonic (IMNA, PubChem CID: 44421206) acid content was calculated at 17.4% and 15.5% (*w*/*w*) of crude material, respectively. The HPLC-ELSD chromatogram of CMG with major peaks annotated is presented in Figure 1.

### 3.2. CMG Reduced Systolic, Diastolic, and Mean Blood Pressure after Four Weeks of Administration Both in the AngII- and DOCA–HS-Induced In Vivo Models of Hypertension

Initially, we sought to investigate the antihypertensive potential of four weeks of CMG administration in vivo. Its antihypertensive potential was challenged in both AngII- and DOCA–HS-induced in vivo models of hypertension in rats, upon the establishment of hypertension. AngII infusion for one week led to a significant increase only in systolic blood pressure (153.8 ± 17.9 vs. 130.56 ± 9.4 at baseline in the control group and 155.2 ± 13.9 vs. 125.5 ± 8.1 at baseline in the CMG group, ** *p* < 0.01) in both the control and the CMG groups, whereas diastolic and mean blood pressure showed a tendency of increase, without reaching significance (Figure 2A–D). At five weeks, systolic (162.6 ± 19.6 vs. 130.56 ± 9.4 at baseline, ** *p* < 0.01), diastolic (117.6 ± 9.2 vs. 90.4 ± 7.6, * *p* < 0.05), and mean blood pressure (140.1 ± 12.2 vs. 110.5 ± 2.4 at baseline, * *p* < 0.05) were significantly increased only in the control group (Figure 2A–D). CMG exerted antihypertensive potential in the Ang-II model at five weeks, as it normalized systolic blood pressure compared to baseline and the control group (130.1 ± 13.6 vs. 125.5 ± 8.1 at baseline, *p* = ns and 130.1 ± 13.6 vs. 162.6 ± 19.6 in the control group, ^‡‡^ *p* < 0.01) and reduced systolic (94.8 ± 9.2 vs. 117.6 ± 9.2, in the control group, ^‡^ *p* < 0.05) and mean blood pressure (112.4 ± 7.7 vs. 140.1 ± 12.2, in the control group, ^‡^ *p* < 0.05) compared to the control (Figure 2A–D).

Regarding the DOCA–HS model, three weeks of DOCA–HS increased systolic blood pressure (141.7 ± 18.0 vs. 129.6 ± 12.0 at baseline in the control group and 147.7 ± 8.1 vs. 134.4 ± 4.1 at baseline in the CMG group, * *p* < 0.05), whereas no significant increase in diastolic and mean blood pressure was observed between the timepoints in any of the groups (Figure 2E–H), similarly to the AngII model. At seven weeks, systolic (141.9 ± 8.4 vs. 129.6 ± 12.0 at baseline, * *p* < 0.05), diastolic (111.0 ± 19.2 vs. 91.1 ± 9.8 at baseline, * *p* < 0.05), and mean (126.5 ± 3.2 vs. 110.4 ± 5.7) blood pressures were significantly increased only in the control group (Figure 2E–H). CMG retained its antihypertensive capacity in the DOCA–HS model, as it reduced systolic blood pressure (129.0 ± 8.9 vs. 134.4 ± 4.1 at baseline, *p* = ns and 129.0 ± 8.9 vs. 141.9 ± 8.4 in the control group, ^‡^ *p* < 0.05) and mitigated the increase in diastolic (89.0 ± 5.2 vs. 111.0 ± 19.2, ^‡^ *p* < 0.05) and mean blood pressure (109.0 ± 3.2 vs. 126.5 ± 11.1, ^‡^ *p* < 0.05) compared to the control (Figure 2E–H).

Collectively, four weeks of CMG administration, upon establishment of systolic hypertension, led to an antihypertensive effect after both AngII and DOCA–HS stimulation. Therefore, we sought to investigate its impact on the circulation, focusing, firstly, on circulatory gene expression in the whole blood.

### 3.3. CMG Led to Distinct Circulatory Gene Expression Profiles in the AngII- and DOCA–HS-Induced In Vivo Models of Hypertension. Emerging Role of Endothelial Homeostasis in CMG Antihypertensive Potential

In order to identify a putative molecular fingerprint of CMG in the circulation of the rats, in the two in vivo models of hypertension, we performed unbiased RNAseq analysis of the whole blood. 

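Whole blood from both models gave 8 libraries, 2 before and 2 after CMG administration in each model. For the AngII model, AngII was infused at 0.4 mg/kg/day, and blood was taken at week 1, before CMG administration, and at week 5, after 4 weeks of CMG at 220 mg/kg. For the DOCA–HS model, DOCA was given weekly at 100 mg/kg with salt in the drinking water, and blood was taken at week 3 and, after the same 4 weeks of CMG, at week 7. No library of the control group was analysed here, so each difference between after and before also holds the 4 further weeks of the model. The authors aligned the reads to the rat genome and deposited the number of reads counted on each gene, without normalization. The total counts of the AngII libraries were 13205565 and 7628236 before CMG and 6804001 and 9940689 after it. Those of the DOCA–HS model were 9631446 and 8175368 before CMG and 9046481 and 4149104 after it. The paper's supplement states at least 20 M reads (M, mega) per sample, and the values given here use the counts on genes. Between 61.9% and 84.3% of the counts of a library fell on Hbb, which encodes a beta chain of hemoglobin, and on LOC100134871, which was taken here as a second hemoglobin gene. Outside these 2 genes, the libraries held between 651764 and 4490083 counts. The lowest of these totals was that of DOCA–HS after replicate 2, in which 2686 genes had at least 10 counts, against 7218 to 8280 genes in the other DOCA–HS libraries and 6097 to 7878 in the AngII libraries. The 4 libraries of each model were fitted alone with edgeR's quasi-likelihood test, after a filter on genes with low counts (filterByExpr) and TMM normalization, whose factors lay between 0.336 and 1.85. A gene was called upregulated or downregulated by the paper's criterion, a log2 fold change beyond 1.5 in either direction and an unadjusted p-value of at most 0.05. Expression is given as normalized CPM, in which the library total is multiplied by the TMM factor.

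**Figure D1:**
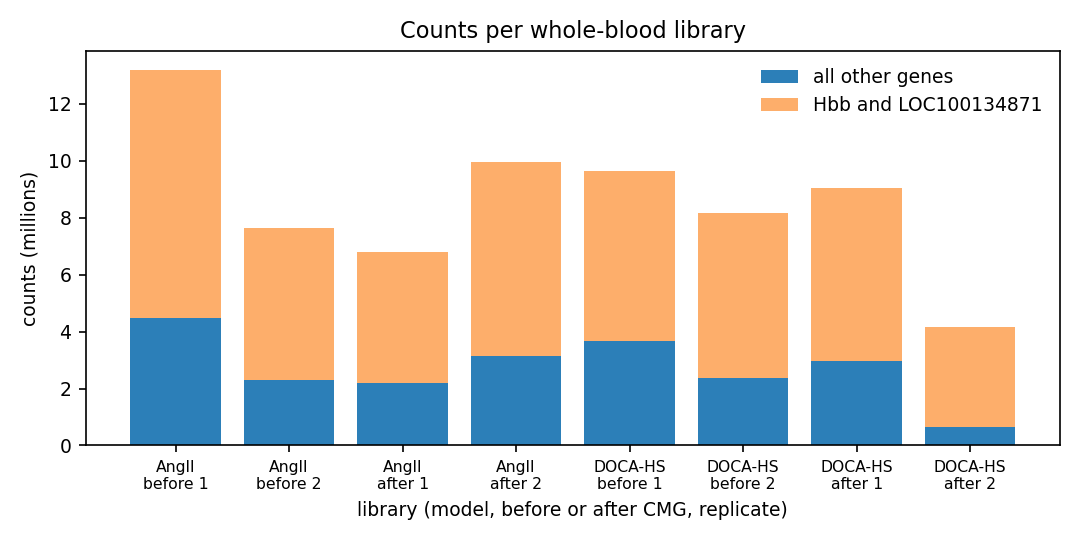
Counts per whole-blood library, with a bar for each library by model, time and replicate. The lower part of each bar holds the counts on all other genes and the upper part those on Hbb and LOC100134871, and DOCA–HS after replicate 2 holds 651764 counts on all other genes.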

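Among the 7201 genes tested in the AngII model, 65 were upregulated and 24 were downregulated after CMG administration. Of the 7720 genes tested in the DOCA–HS model, 138 were upregulated and 20 were downregulated. No gene in either model had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test with the libraries taken as unpaired, the lowest being 0.474 in the AngII and 0.997 in the DOCA–HS model. At an unadjusted p-value of at most 0.05, 479 genes passed in the AngII model, where chance alone gives 360, and 245 passed in the DOCA–HS model, where chance alone gives 386. With the replicate number as a block, 165 genes in the AngII and 0 in the DOCA–HS model had an adjusted p-value under 0.05 (edgeR). Neither the labels nor the paper state whether a number marks a rat, so the absence of such genes in the AngII model depends on that choice. It also depends on the method and the filter. DESeq2, which the authors used, gave 3 such genes in the AngII model and 0 in the DOCA–HS model. Txnip (DESeq2 adjusted p = 1.72e-07) and Egr1 (DESeq2 adjusted p = 0.0291) were among these 3. Without a filter, edgeR gave 51 and 21 such genes, while limma-voom gave 0 in both models. Scaling to total counts, an alternative chosen after seeing the data, changed the share of risers. It gave 210 upregulated and 12 downregulated genes in the AngII model, so that 94.6% of the called genes rose in place of 73.0%. In the DOCA–HS model it gave 0 upregulated and 9 downregulated genes in place of 87.3% risers, with 18 genes at an unadjusted p-value of at most 0.05. It moved the median log2 fold change over all genes from −0.01 to 0.36 in the AngII model and from −0.04 to −0.76 in the DOCA–HS model. Scaling to the total counts outside the 2 hemoglobin genes, chosen in the same way, gave 211 and 12 genes in the AngII model and 21 and 14 in the DOCA–HS model (60% risers). Since a group without 1 of its libraries has a single one left, with no spread of its own, only fold changes are compared there. Among the genes beyond a log2 fold change of 1.5 in either direction, 72.8% rose in the AngII model and 85.3% in the DOCA–HS model. Without after replicate 1 the shares were 30.4% and 23.8%, and without after replicate 2 they were 49.8% and 53.9%. Without before replicate 1 they were 88.4% and 83.0%, and without before replicate 2 they were 67.2% and 75.4%. The 138 upregulated genes of the DOCA–HS model had a median log2 fold change of 1.83, which was 0.89 without after replicate 2.

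Of the called genes with at least 10 counts on average and no overlap between before and after, the 5 with the smallest p in each direction were read singly. In the AngII model, the upregulated genes were Tbx21, Themis2, Gzma, Cd180 and Ptpre, and the downregulated genes were Egr1, Txnip, Socs1, Zfp36l2 and Nfkbia. Tbx21, a transcription factor of cytotoxic lymphocytes, rose from 0.911 ± 0.373 to 6.13 ± 0.0831 normalized CPM (SD, n = 2), a log2 fold change of 2.65 (standard error 0.39, adjusted p = 0.492, edgeR's quasi-likelihood test). Socs1 fell from 4.73 ± 0.283 to 0.829 ± 0.269 (SD, n = 2), a log2 fold change of −2.42 (standard error 0.40, adjusted p = 0.547, edgeR). The log2 fold changes of Themis2, Ptpre, Zfp36l2 and Nfkbia were 1.76, 1.56, −1.72 and −1.56. Those upregulated in the DOCA–HS model were Rplp2, Npy, Mcpt1l1, Serpinb6a and Sh3bgr, and the downregulated genes were Txnip, Mvk, Sh2b2, Ngp and Jun. Rplp2, which encodes a ribosomal protein, had 14 and 13 counts before CMG and 200 and 6 counts after it, a log2 fold change of 3.38 (standard error 0.67) that was 2.03 without after replicate 1. Npy rose from 2.29 ± 0.0350 to 10.2 ± 3.85 (SD, n = 2), a log2 fold change of 2.07 (standard error 0.50). The log2 fold change of Ngp was −3.27 (standard error 1.05), against −1.66 without before replicate 2 and −1.51 without after replicate 1. Those of Mcpt1l1, Serpinb6a, Sh3bgr, Mvk and Sh2b2 were 2.52, 1.80, 2.31, −1.93 and −1.57. In after replicate 2 these genes had only 16, 14, 15, 1 and 2 counts. Each of the genes read in the DOCA–HS model had an adjusted p-value of 0.997 (edgeR).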

Whole blood RNAseq analysis revealed a distinct set of upregulated genes in the AngII and DOCA–HS models after CMG administration (Figure 3A,B). 

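The innate immune response was followed with a list of 55 pattern-recognition receptors and their signalling partners, chosen by gene symbol. In the AngII model, 46 of them were tested, and their median log2 fold change after CMG administration was 0.70, with 38 members above 0. The median was 0.56 to 0.68 in the 4 pairs of an after and a before library, and 0.57 to 0.62 with 1 library left out. Under total counts it was 1.07, which lay 0.70 above the median of all genes. By the paper's criterion 6 members were upregulated, where 0.415 were expected (Fisher's exact test, one-sided, p = 3.02e-06). These were Cd180 (log2 fold change 1.73), Nod1 (1.90), Tlr8 (1.74), Nod2 (1.57), Card9 (1.57) and Tlr6 (1.87). With a filter of at least 10 counts in every library, 34 members were left and 1 was upregulated (Fisher's exact test, one-sided, p = 0.0643). Cd180 was the 1 member with an adjusted p-value under 0.05 when adjusted over the list alone, against 0 over all genes tested, and 21 of the 46 had an unadjusted p-value of at most 0.05. The list as a set had a Benjamini-Hochberg adjusted p-value of 2.52e-10 in limma's camera test, which presets the correlation between genes at 0.01, and of 0.107 in limma's fry test, which does not preset it. No list called by camera in either model was called by fry at an adjusted p-value under 0.05. The study picked 4 members from these libraries as labels of Figure 3A, and without them 3 of 42 members were upregulated (Fisher's exact test, one-sided, p = 0.00627) with a median of 0.47.

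From the list, 50 members were tested in the DOCA–HS model and 0 were upregulated, and 0 had an unadjusted p-value of at most 0.05. Their median log2 fold change was 0.04, and it was −0.08 without before replicate 1, 0.15 without before replicate 2, −1.13 without after replicate 1 and 0.33 without after replicate 2. Under total counts it was −0.53, which lay 0.23 above the median of all genes. In 1 fit over all 8 libraries, the list rose less in the DOCA–HS than in the AngII model, by a median log2 difference of −0.68 (adjusted p = 0.000141 in limma's camera, unadjusted fry p-value 0.180), which was −0.32 without DOCA–HS after replicate 2.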

Pathway and Gene Ontology analyses of the upregulated genes revealed that CMG administration significantly modulated immunity-related pathways, namely, the innate immune response-activating and pattern-recognition receptor signaling pathways and the production of positively regulated cytokines (Interleukin 1β, 1, and 8) in the AngII model. In the DOCA–HS model, CMG administration modulated the metabolic-related pathways, namely, cellular respiration, energy derivation by oxidation of organic compounds, peptide biosynthesis, aerobic electron transport chain, and mitochondrial respiration (Figure 3C,D). 

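These pathways were followed with a list of 84 nuclear-encoded subunits of the respiratory chain and the ATP synthase and a list of 85 cytosolic ribosomal proteins, both matched by gene symbol. A total of 74 respiratory chain genes were tested in the DOCA–HS model, and their median log2 fold change after CMG administration was 0.65, with 58 members above 0, while under total counts it was −0.44, 0.32 above the median of all genes. Scaled to total counts outside the 2 hemoglobin genes, it was 0.06. The rise was present in after replicate 2 and not in after replicate 1. After replicate 1 lay at −0.06 and −0.17 against before replicates 1 and 2, and after replicate 2 lay at 1.29 and 1.04. Without after replicate 2 the median was −0.12, and without after replicate 1 it was 1.23. By the paper's criterion 6 members were upregulated, where 1.32 were expected (Fisher's exact test, one-sided, p = 0.00200). These were Atp5me (log2 fold change 2.53), Atp5mg (2.11), Ndufa11 (1.79), Uqcrh (1.76), Cox7a2 (1.69) and Uqcr10 (1.65). Atp5me and Atp5mg were at 1.17 and 0.56 without after replicate 2, and at 3.25 and 2.84 without after replicate 1. Among the members tested, 2 are labels of Figure 3B, and without them 4 of 72 were upregulated (Fisher's exact test, one-sided, p = 0.0395). With DESeq2 in place of edgeR 13 members were upregulated (Fisher's exact test, one-sided, p = 7.90e-08), in 1 fit over all 8 libraries 9 of 75 (p = 5.98e-06 in the same exact test) and without a filter 9 of 81 (p = 3.36e-05 in the same exact test). Scaled to the total counts outside the 2 hemoglobin genes, 1 member was upregulated (Fisher's exact test, one-sided, p = 0.184), and with at least 10 counts in every library 2 of the 57 members left were upregulated (Fisher's exact test, one-sided, p = 0.141). With libraries of the same replicate number taken as a block, 3 members were upregulated (Fisher's exact test, one-sided, p = 0.0997). The adjusted p-value of the set was 4.38e-06 in limma's camera and 0.707 in limma's fry. No member passed an adjusted p-value of 0.05, adjusted over the list alone or over all genes, and 6 passed an unadjusted p-value of 0.05.

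Among the 79 ribosomal genes tested in the DOCA–HS model, the median log2 fold change was 0.59 and that under total counts was −0.55, 0.21 above the median of all genes. Scaled to total counts outside the 2 hemoglobin genes, it was −0.04. With TMM, the median was −0.11 without after replicate 2 and 1.01 without after replicate 1. By the criterion 3 members were upregulated, where 1.41 were expected (Fisher's exact test, one-sided, p = 0.167), namely Rplp2, Rpl38 (log2 fold change 2.10) and Rpl37 (1.91), all of them labels of Figure 3B. Without after replicate 2, Rpl38 was at 0.49 and Rpl37 at 0.72, while Rplp2 was at 3.93. With DESeq2 in place of edgeR, 10 members were upregulated (Fisher's exact test, one-sided, p = 5.22e-05). No member passed when adjusted over the list alone or over all genes, and 3 had an unadjusted p-value of at most 0.05. Ribosomal protein genes have near-identical copies in the genome, so the split of their reads in the authors' counting is uncertain. In the AngII model, the respiratory chain and ribosomal lists had median log2 fold changes of −0.41 and −0.40 and 0 upregulated members, with 8 and 4 members at an unadjusted p-value of at most 0.05. Under total counts these medians were −0.04 and −0.07, which lay at −0.40 and −0.43 relative to all genes. They were −0.68 and −0.68 without after replicate 1, −0.27 and −0.22 without after replicate 2, −0.53 and −0.47 without before replicate 1, and −0.23 and −0.39 without before replicate 2. The median log2 difference between the models was 1.04 for the respiratory chain list and 1.00 for the ribosomal list, with adjusted p-values of 9.51e-13 and 3.46e-15 in limma's camera. In limma's fry the unadjusted p-values were 0.204 and 0.202. Without DOCA–HS after replicate 2 the differences were 0.36 and 0.31.

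**Figure D2:**
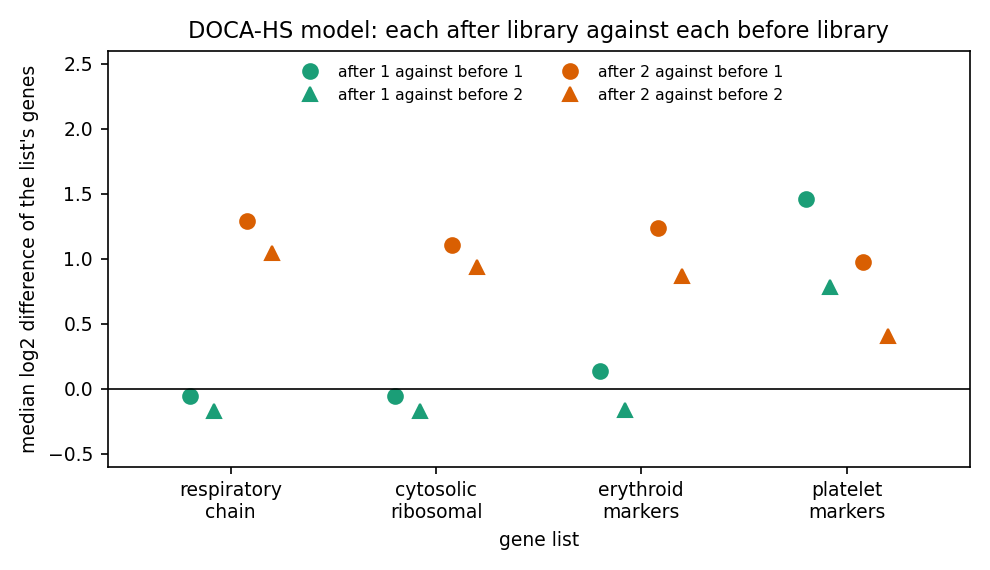
Median log2 difference of the genes of 4 lists in the DOCA–HS model, with a point for each after library against each before library. The respiratory chain, ribosomal and erythroid lists lie between 0.87 and 1.29 in after replicate 2 and between −0.17 and 0.14 in after replicate 1, the platelet list lies above 0 in all 4 pairs, and under total counts the first 3 lists fall to medians of −0.44, −0.55 and −0.45. Under total counts outside the 2 hemoglobin genes these medians were 0.06, −0.04 and −0.01.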

In order to identify the shared molecular targets of CMG in both models and the potential mediators of its antihypertensive capacity, we determined the common upregulated and downregulated genes in the two in vivo models. 

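Of the genes tested in both models (7118), 59 were upregulated in the AngII and 129 in the DOCA–HS model, and 2 of them, Gzma and Tnfaip2, in both, where 1.07 were expected (Fisher's exact test, one-sided, p = 0.290). Under total counts 0 genes were upregulated in both models. Among the downregulated genes, 23 in the AngII and 15 in the DOCA–HS model, 4 were shared, namely Egr1, Fosb, Jun and Txnip, where 0.0485 were expected (Fisher's exact test, one-sided, p = 1.10e-07). This exact test takes genes as independent, while Egr1, Fosb and Jun are all immediate early genes. Its p-value does not measure the spread between rats. Under total counts 3 were shared, Egr1, Fosb and Txnip (p = 1.53e-07 in the same exact test). With limma-voom 1 was shared, Txnip (p = 0.0614 in the same exact test). With at least 10 counts in every library, the shared genes were Gzma on the upregulated and Txnip on the downregulated side. Rplp2 was downregulated in the AngII and upregulated in the DOCA–HS model. Its log2 fold change of −2.84 in the AngII model was −0.12 without before replicate 2, so that fall rests on this library.

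Gzma, which encodes granzyme A, rose from 2.79 ± 0.178 to 8.39 ± 0.335 normalized CPM (SD, n = 2) in the AngII model, a log2 fold change of 1.59 (standard error 0.30, adjusted p = 0.590, edgeR's quasi-likelihood test). Gzma rose in the DOCA–HS model from 1.63 ± 1.04 to 6.13 ± 1.49 (SD, n = 2), a log2 fold change of 1.89 (standard error 0.59), which was 1.32 to 2.73 with 1 library left out. Txnip fell from 479 ± 74.4 to 87.7 ± 1.09 (SD, n = 2) in the AngII model, a log2 fold change of −2.45 (standard error 0.39, adjusted p = 0.533 in edgeR and 1.72e-07 in DESeq2). In the DOCA–HS model it fell from 252 ± 7.80 to 49.4 ± 13.0 (SD, n = 2), a log2 fold change of −2.34 (standard error 0.56). With 1 library left out, the log2 fold change of Txnip was −2.62 to −2.32 and −2.66 to −2.09 in the 2 models. Jun had log2 fold changes of −1.61 (standard error 0.39) and −1.74 (standard error 0.56), which were −1.23 without AngII after replicate 2 and −1.07 without DOCA–HS before replicate 1. Rhob fell in every after library below every before library, with log2 fold changes of −1.09 (standard error 0.29) and −1.32 (standard error 0.56) that did not pass the threshold of 1.5 in either model. For Rhob in the DOCA–HS model it was −2.33 without after replicate 1. Egr1 fell from 9.45 ± 1.52 to 1.63 ± 0.270 (SD, n = 2) in the AngII model, a log2 fold change of −2.49 (standard error 0.33, adjusted p = 0.474 in edgeR and 0.0291 in DESeq2). For the DOCA–HS model, Egr1 had 392 and 25 counts before CMG and 23 and 2 after it, and its log2 fold change of −2.87 (standard error 0.97) was −0.68 without before replicate 1. Fosb had 21 and 92 counts before CMG and 8 and 13 after it in the AngII model, and its log2 fold change of −2.85 (standard error 0.94) was −0.62 without before replicate 2. In the DOCA–HS model its log2 fold change of −3.07 (standard error 1.01) was −1.08 without before replicate 1. The adjusted p-values of Jun, Rhob and Fosb were 0.628 in the AngII model, and those of all 6 genes were 0.997 in the DOCA–HS model (edgeR's quasi-likelihood test, Benjamini-Hochberg). In each model all 6 genes had an adjusted p-value under 0.05 when adjusted over the list alone, against 0 over all genes tested. The study chose these 6 genes from these libraries, so the first of these counts is not independent evidence. Tnfaip2 had log2 fold changes of 2.48 and 1.56, and the latter was 0.38 without after replicate 1.

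**Figure D3:**
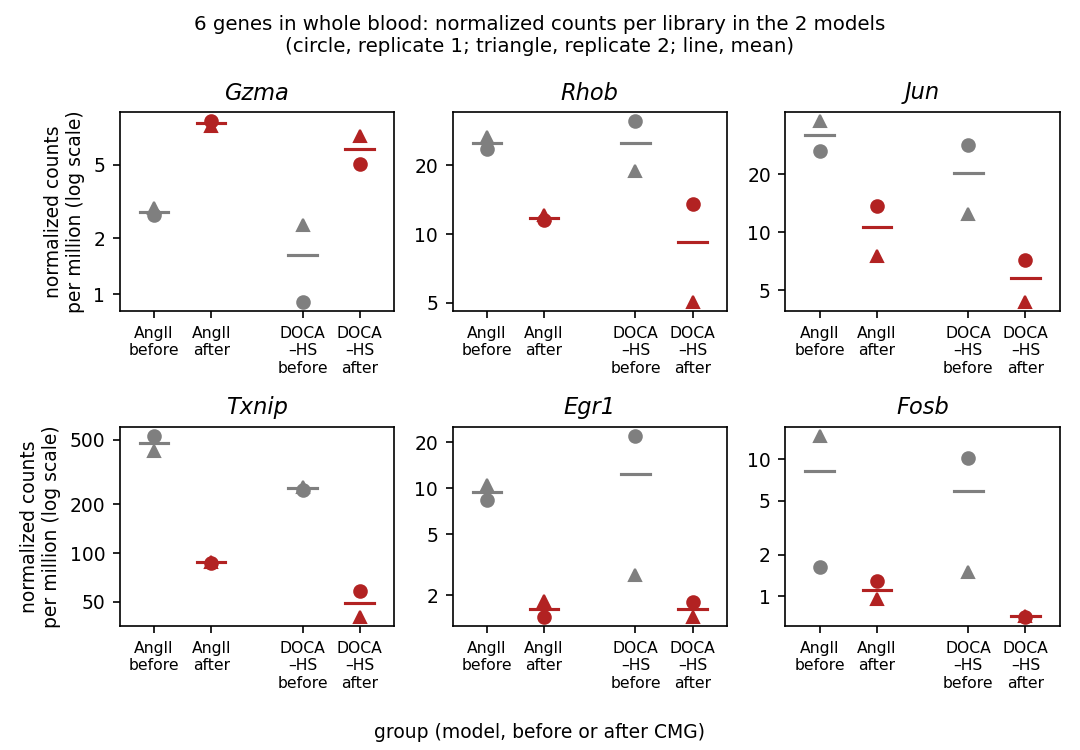
Normalized CPM (log scale) of Gzma, Rhob, Jun, Txnip, Egr1 and Fosb in the 8 libraries, by model and before or after CMG. Circles stand for replicate 1, triangles for replicate 2 and lines for the mean of the 2, and the 2 libraries before CMG lie far apart for Fosb in both models and for Egr1 in the DOCA–HS model.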

Vent diagrams of commonly differentiated genes revealed that CMG upregulated the granzyme A (Gzma) gene and downregulated the Ras homolog gene family member B (Rhob), AP-1 transcription factor subunit (Jun), thioredoxin-binding protein (Txnip), early growth response 1 (Egr1), and G0/G1 switch regulatory protein 3 (Fosb) genes (Figure 3E,F). Taking into account the aforementioned emerging role of metabolism in the antihypertensive potential of CMG, we subsequently performed LC-MS metabolomic analysis of the circulating metabolites of the experimental animals.

### 3.4. CMG Led to an Upregulation of Circulating Lysophosphatidylinositol Both in the AngII- and DOCA–HS-Induced In Vivo Models of Hypertension

Partial least squares discriminant analysis (PLS-DA) presented a distinct metabolic fingerprint between the time of hypertension establishment (one week and three weeks for the AngII and DOCA–HS models, respectively) and the endpoint of the in vivo experiments (five weeks and seven weeks for the AngII and DOCA–HS models, respectively) (Figure 4A,B). LC-MS metabolomic analysis of the circulating metabolites revealed a distinct metabolic profile of CMG in the AngII model of hypertension, as the samples exhibit separative clustering at the t2 principal component (Figure 4A). On the contrary, CMG did not present a definite metabolic shift in the DOCA–HS model (Figure 4B). Metabolites assessment showed that CMG led to a significant upregulation of lysophosphatidylinositol (LysoPI) (20:4) in the AngII model (Figure 4C); whereas it led to a significant downregulation of lysophosphatidylcholines (LysoPC) (14:0), (15:0), (16:0), and (20:4); lysophosphatidylethanolamine (LysoPE) (18:2), (18:1), and (16:0); and hydroxyoctadecadienoic and hydroxytetradecadienoic acids. A significant CMG-induced upregulation of LysoPI (20:4) was observed in DOCA–HS model (Figure 4D), in line with the AngII model. Conclusively, it seems that upregulation of LysoPI (20:4) emerges as a ubiquitous metabolic fingerprint of CMG in both in vivo models of hypertension. 

### 3.5. CMG Exerted an Endothelium-Mediated Protection Effect in the Hypertensive Kidney and Aorta In Vivo

Since we identified multiple potential targets of CMG’s antihypertensive potential in the circulation, we subsequently sought to explore the regulation of the aforementioned targets in the key organs for blood pressure regulation, namely, the kidneys and the aorta [33]. RT-PCR analysis showed a significant upregulation of thioredoxin (Txn) mRNA expression both in the kidneys and the aorta of the AngII-infused rats at the endpoint and an upregulation of Egr1 in the kidneys and the vascular endothelial growth factor A (Vegfa) mRNA expression in the aortas in the CMG group. Rhob mRNA expression was found to be decreased only in the aortas of the CMG -treated rats in the AngII model (Figure 5A,B). Additionally, an upregulation of Vegfa mRNA expression in the kidneys and the aortas and an increase in Txn gene expression was observed only in the kidneys of the CMG-treated animals in the DOCA–HS model (Figure 5C,D). Taking into account that TXN contributes to oxidative stress mitigation and antioxidant endothelial defense [34], alongside with the protective potential of both Vegfa and Egr1 in the microvascular endothelium [35,36], we further focused our mechanistic studies on the CMG-induced endothelial regulation in the selected organs.

### 3.6. CMG Increases Renal Endothelial NO Synthase Phosphorylation Both in the AngII- and DOCA-HS-Induced In Vivo Models of Hypertension

Following the emerging role of the endothelium in the hypertensive potential of CMG, we sought to investigate the protein kinase B (Akt)-endothelial NO synthase (eNOS) pathway in the kidneys and aortas of the animals. We found that in the AngII model, CMG administration led to an increased phosphorylation of eNOS in the kidneys (Figure 6A) and upregulation of eNOS expression in the aorta (Figure 6B), without any effect on Akt regulation in any of the selected tissues. Additionally, we observed that CMG led to a significant increase in eNOS phosphorylation in the DOCA–HS-induced hypertensive kidneys (Figure 6C), whereas only a decrease in Akt phosphorylation in the aortas was observed in the same in vivo model (Figure 6D). Consecutively, CMG seems to favorably induce eNOS phosphorylation in the kidneys, possibly improving the renal microvascular regulation of blood pressure in vivo.

## 4. Discussion

Hypertension is the leading cause of worldwide cardiovascular morbidity and mortality. Hypertension management, through lifestyle changes and medication, remains of paramount importance in reducing the risk of cardiovascular events and improving overall health outcomes [37]. Herein, we challenged the antihypertensive potential of CMG after the establishment of hypertension in vivo, seeking to decipher its mechanism of blood pressure regulation.

Osmotic minipump implantation with AngII in rodent models of hypertension holds significant translational value in cardiovascular research. Exploiting the chronic infusion of AngII, this in vivo model enables the simulation of hypertensive conditions in rats, facilitating the study of disease mechanisms and therapeutic interventions. Such models provide insights into the pathophysiology of hypertension, including vascular remodeling, renal dysfunction, central nervous system (CNS) activation and cardiac hypertrophy, illustrating key aspects of the essential primary hypertension in humans [16]. The activation of RAAS and the vast production of ROS seem to be the main pathomechanisms of AngII-induced hypertension in the aforementioned model [15,38]. The second in vivo model, the DOCA–HS model, possesses additional translational value, as the pathomechanism of DOCA–HS simulates low-renin hypertension, resistant to angiotensin converting enzyme inhibitors (ACEIs) and angiotensin receptor blockers (ARBs), in humans [15]. Taking into consideration that drugs targeting RAAS in the latter patients lead to suboptimal hypertension management and high cardiovascular morbidity and mortality risk, new therapeutic approaches are required for treating these high-risk individuals [39]. Our results showed that four-week CMG administration successfully mitigated hypertension in both in vivo models, by lowering systolic, diastolic, and mean blood pressure. Taking into consideration that DOCA–HS-induced hypertension is proposed to be RAAS-independent and relies primarily on CNS- and renal-mediated phenomena [40], we could propose that CMG’s antihypertensive potential is mediated through a mechanism divergent from RAAS inhibition.

The circulatory system, comprising the myocardium, blood vessels, and blood, plays a vital role in maintaining whole-body homeostasis [41]. Therefore, we initially investigated the impact of CMG on gene regulation in the whole blood via unbiased RNA-seq. We found divergent antihypertensive fingerprints of CMG in the two in vivo models. In the AngII model, in which innate immunity plays a key role in the establishment of vascular inflammation and hypertension [42], CMG differentially regulated the innate immune response-activating and pattern-recognition receptor signaling pathways. Innate and adaptive immunity are key players in the induction of hypertension. Immunodeficient mice are found to be protected against hypertensive complications, such as endothelial dysfunction, oxidative stress, increased vascular tone, renal interstitial infiltrates, sodium retention, and kidney injury [43]. Therefore, the immune regulatory potential of CMG, in the circulation may contribute to its antihypertensive potential. 

Concerning the DOCA–HS model, RNA-seq analysis revealed that CMG could positively regulate mitochondrial-related pathways, such as cellular respiration and aerobic electron transport chain. Since metabolism emerged as the key pathway fingerprint of CMG in the aforementioned model, and metabolism is also a pivotal mediator of immune responses [44], we performed a LC-MS metabolomic analysis in both in vivo models, in the plasma. We found that CMG led to a consistent upregulation of LysoPI in both models. LysoPI is a bioactive lipid generated by the phospholipase A (PLA) family of lipases which is believed to play a significant role in several physiological and pathological processes including cell growth, differentiation, and motility; in a wide range of cell-types including cancer cells, endothelial, and nervous cells; acting, among others, as a mitogenic factor [45]. Improving mitochondrial health is emerging as a novel feasible approach to treat hypertension [46]. Since hypertension-mediated mitochondrial dysfunction results in impaired energy production, deficient calcium regulation, decreased activity of anti-oxidant enzymes, and the oxidative modification of cellular compartments, which subsequently leads to end-organ damage in the heart, the brain, the kidneys, and the vasculature [47], the CMG-induced upregulation of the mitogenic LysoPI might contribute to the antihypertensive mechanism of CMG. Moreover, the LysoPI implication in improved mitochondrial dynamics in endothelial cells [45] might point towards an endothelial targeted mechanism of action of CMG. 

Since our multiomic analyses revealed multiple pathways involved in the circulation, we sought to identify the shared gene targets of CMG in the two in vivo models. Vent chart analysis identified one shared upregulated gene, namely *Gzma* and five shared downregulated genes, namely *Rhob*, *Jun*, *Txnip*, *Egr1*, and *Fosb*. Among the identified shared targets, Rhob is known to be a proapoptotic molecule leading to endothelial cell death in terms of vascular biology and pathology [48]. Txnip, an endogenous inhibitor of the antioxidant protein TXN, is a notorious mediator of endothelial dysfunction and hypertension [49]; Egr1, which has been previously shown to play a renoprotective role in acute kidney injury [50] and is identified as a marker of neointimal remodeling, correlates to progression in human arterial hypertension [51]. Therefore, all aforementioned targets’ downregulation might be implicated in the antihypertensive potential of CMG, pointing towards an endothelial-targeted mechanism of action. Therefore, we subsequently focused on investigating these targets’ regulation and the expression patterns of their related downstream effectors, i.e., *Txn* and *Vegfa*, in the kidneys and aortas of the experimental animals. 

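In a fit over all 8 whole-blood libraries with the model as a covariate, 0 of 7994 genes had an adjusted p-value under 0.05, and 312 had an unadjusted p-value of at most 0.05. Txnip had an average log2 fold change of −2.41 (standard error 0.31, adjusted p = 0.0800, edgeR's quasi-likelihood test), Egr1 one of −2.67 (standard error 0.56, adjusted p = 0.757, edgeR) and Rhob one of −1.21 (standard error 0.31, adjusted p = 1.00, edgeR). Jun and Fosb averaged −1.68 (standard error 0.35) and −2.97 (standard error 0.79), and Gzma averaged 1.71 (standard error 0.31). For these 6 genes, the log2 difference between the DOCA–HS and the AngII model lay between −0.35 and 0.31, with adjusted p-values between 0.934 and 0.992 (edgeR). The standard errors of these differences lay between 0.61 and 1.62. In simulated counts, the fit of the difference called 19 of 389 changed genes, so a lack of calls does not show an equal change. In this edgeR fit no gene differed between the models at an adjusted p-value under 0.05, and 299 did at an unadjusted p-value of at most 0.05. These counts depend on the setting. At an adjusted p-value under 0.05, DESeq2 gave 1 gene that differed and 8 changed on average. Without a filter there were 20 and 22, and with the replicate number as a block 5 and 0. From reported roles of Rhob in endothelial cell death, of Txnip in endothelial dysfunction and of Egr1 in vascular remodeling, the paper proposes that the downregulation of the shared targets might play a part in the antihypertensive potential of CMG through an endothelial-targeted mechanism. The paper also cites a kidney-protective role of Egr1. By RT-PCR it reports higher Egr1 in kidneys of the CMG group of the AngII model, opposite in direction to the fall in blood.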

Our RT-PCR analysis deduced an upregulation of *TXN* both in the aortas and the kidneys in the CMG-treated rats in the AngII cohort. TXN is a key antioxidant enzyme suppressing the serum-free-induced hydroxyl radicals, lipid peroxidation, and apoptosis [52,53]. The downregulation of *Txnip* in the circulation and *TXN* in the renal and aortic tissues might comprise an enhanced multi-faceted antioxidant defense mechanism induced by CMG. Interestingly, the upregulation of TXN has been shown to confer endothelial antioxidant capacity in the apolipoprotein E-deficient mouse and improve NO bioavailability, supporting the endothelial-targeted effect of CMG [34]. Additionally, we found that in the AngII-treated rats, CMG upregulated *Egr1* in the kidneys and *Vegfa* in the aortas. It has previously been shown that Egr1 enhances kidney repair by activating SRY-box transcription factor 9^+^ (SOX9^+^) in renal tubular cells [50], whereas EGR-1 serves as a transcriptional factor for Vegfa [54]. On the other hand, Vegfa leads to endothelial cell proliferation, migration, and survival in the vessels, exerting vasoprotection [55]. Importantly, the association of Vegf inhibition with hypertension is well recognized, since anticancer drugs acting as Vegf inhibitors lead to hypertensive complication, as their primary vascular adverse effect [56]. In the DOCA–HS model, RT-PCR analysis in the aortic and renal tissues showed an upregulation of *Txn*, *Vegfa*, and *Egr1* in the kidneys, whereas only an upregulation of *Vegfa* was observed in the aortas of the CMG treated rats, in line with the AngII model. Taking into account the consistent upregulation of *Egr1* and *Vegfa*, our RT-PCR data add on the endothelial-targeting potential of CMG. The former hypothesis is additionally reinforced by the downregulation of *Rhob* mRNA in the AngII-treated aorta and DOCA–HS-treated kidney and aorta, possibly indicating an endothelial-targeted anti-apoptotic potential of CMG [57]. 

Taking together the above results indicating that CMG targets endothelial function, we further investigated the activation of the eNOS pathway in the renal and aortic tissues of our in vivo models. NO produced by eNOS is a fundamental determinant of cardiovascular homeostasis as it regulates systemic blood pressure, vascular remodeling, and angiogenesis [58]. Numerous preclinical studies indicate that natural compounds [59,60,61,62] and pharmacological agents [63,64,65] mitigate hypertension via the activation of the eNOS pathway in the endothelium. Herein, we found that CMG increased eNOS phosphorylation in the kidneys of both AngII- and DOCA-HS-treated rats. Downregulation of eNOS in the renal medulla is shown to induce hypertension in rats [66], whereas significant constitutive expression of NO synthases in the juxtaglomerular apparatus of the kidneys are negative regulators of renin secretion and thereupon RAAS system activation [67]. It is, therefore, well established that activation of renal eNOS is a therapeutic modality for managing hypertension. CMG has been consistently found, within our study, to increase renal eNOS activation, potentially leading to improved renal microvascular endothelial cell homeostasis and contributing to its antihypertensive potential. 

In a recent randomized controlled trial, focusing on individuals with abdominal obesity and metabolic abnormalities, Chios mastic essential oil (CMEO) demonstrated significant therapeutic potential [10]. Interestingly, a reduction in systolic blood pressure and alanine aminotransferase levels was observed in CMEO-treated patients. The dose of 200 mg of CMEO used in the aforementioned study translates to a total dose of approximately 6 g of CMG per patient. Taking into account that our translational dose in rats corresponds to 5 g per patient, the dose regimen selected in both studies is similar. Although, endothelial function serves as a shared mediator in the intricate interplay between cardiovascular metabolic confounders and hypertension [68], no mechanistic data were provided in the aforementioned clinical trial, rendering our study innovative regarding the antihypertensive potential of CMG and its mechanism of action.

## 5. Conclusions

Conclusively, we have shown, in vivo, that long-term CMG administration at a translational therapeutic dose can exert antihypertensive potential, in both AngII-induced and DOCA–HS-mediated hypertension. Our multiomic analysis revealed multiple targets on CMG’s action in the circulation, with improved endothelial homeostasis emerging as the converging outcome of CMG administration in both models. Further molecular analyses showed that CMG favorably induces endothelial protective effects on the renal endothelium, standing as a novel mechanism of the antihypertensive potential of CMG. Since hypertension remains the leading cause of cardiovascular morbidity and mortality in the general population, new means of decreasing hypertension prevalence are necessary for the improvement of cardiovascular health. Phytotherapeutics, such as CMG, that possess a safe toxicology profile might serve as new adjuvant antihypertensive remedies in the clinical practice armamentarium.

## Figures and Tables

**Figure 1:**
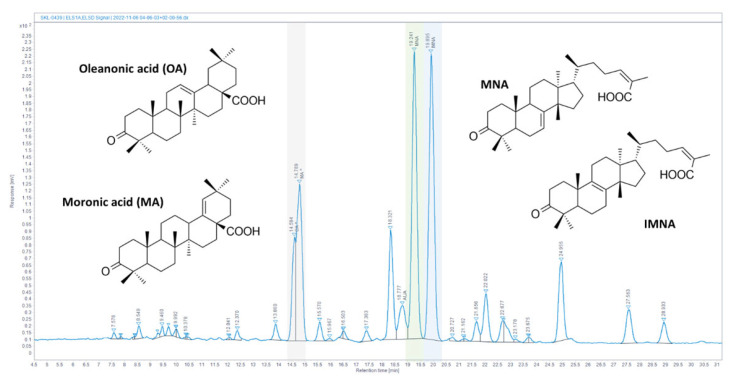
Chios mastic gum (CMG) resin analysis. HPLC-ELSD chromatogram of Chios mastic gum resin (CMG). Characteristic compounds are annotated. * Gray column corresponds to oleanonic acid (OA) and moronic acid (MA), green column corresponds to masticadienonic acid (MNA) whereas blue column corresponds to isomasticadienonic acid (IMNA).

**Figure 2:**
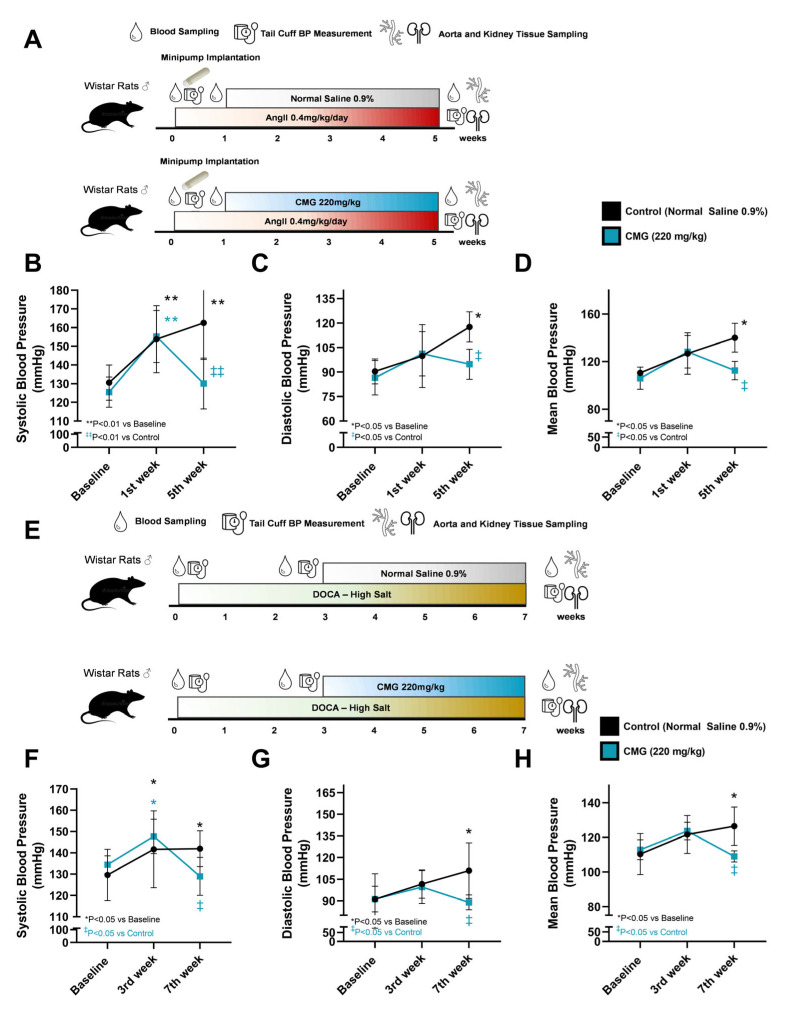
CMG exerts antihypertensive effect in both AngII- and DOCA–HS-induced hypertension in vivo. (**A**) Representative workflow of the AngII model in rats and graphs of (**B**) systolic, (**C**) diastolic, and (**D**) mean blood pressure (mmHg) (n = 5/group). (**E**) Representative workflow of the DOCA–HS model in rats and graphs of (**F**) systolic, (**G**) diastolic, and (**H**) mean blood pressure (mmHg) (n = 6/group). Data are presented as mean ± SD. Two-way ANOVA and Tukey’s post hoc analysis. AngII: angiotensin II, CMG: Chios mastic gum, DOCA: deoxycorticosterone acetate, HS: high salt.

**Figure 3:**
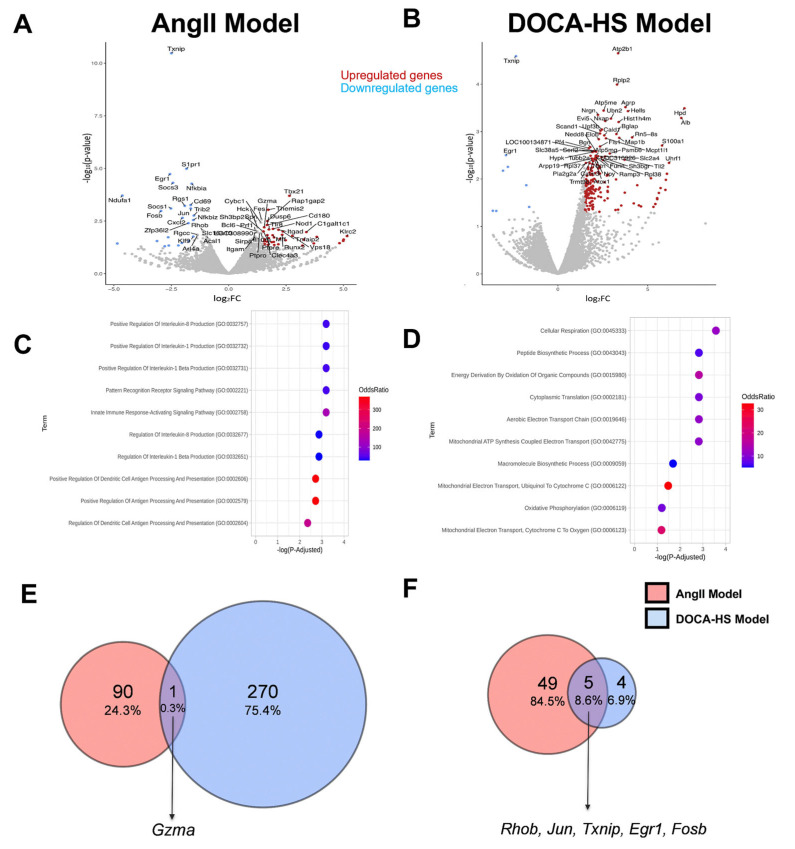
CMG leads to the upregulation of Gzma and downregulation of Rhob, Txnip, and Egr1 in the circulation in both in vivo models of hypertension. Volcano plots of differentially regulated expressed genes (DEGs) in the (**A**) AngII and (**B**) DOCA–HS in vivo models prior to and after CMG administration (red indicates the significantly upregulated genes and blue the significantly downregulated genes; cut-offs for Volcano plot: *p*-value < 0.05 and Log2FC > 1.5 and <−1.5). Gene Ontology analysis (Biological Process) regarding the upregulated genes derived from the (**C**) AngII and (**D**) DOCA–HS in vivo models. Venn diagram comparing the (**E**) upregulated genes and (**F**) downregulated genes derived from AngII (red) and DOCA–HS (blue) models. AngII: angiotensin II, CMG: Chios mastic gum, DOCA: deoxycorticosterone acetate, HS: high salt. Egr1: early growth response 1, Fosb: G0/G1 switch regulatory protein 3, Gzma: granzyme A, Jun: AP-1 transcription factor subunit, Rhob: Ras homolog gene family member B, Txnip: thioredoxin interacting protein.

**Figure 4:**
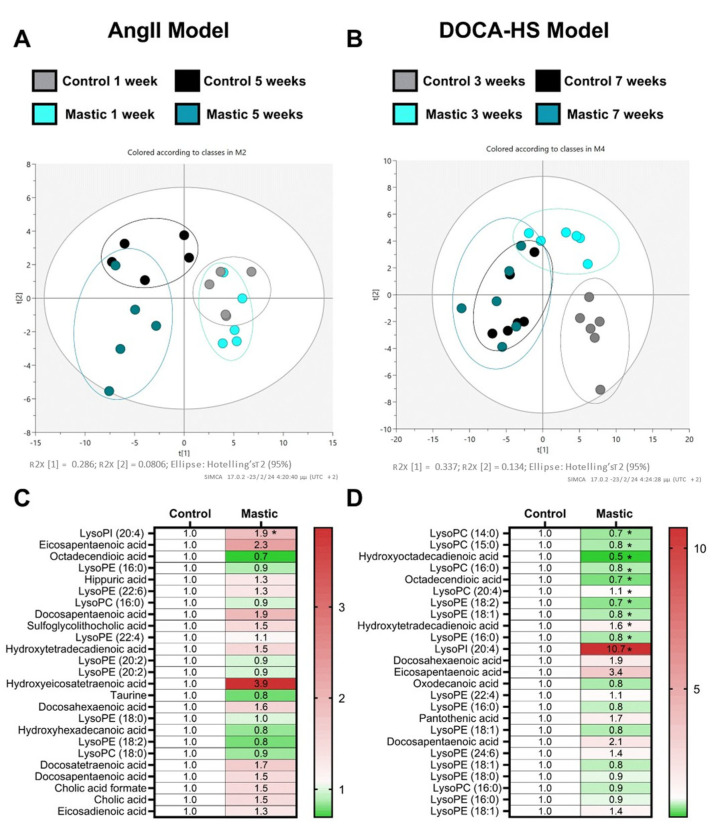
CMG increases lysophosphatidylinositol (20:4) in the circulation in both in vivo models of hypertension. Multivariate PLS-DA plots of identified circulatory metabolites in (**A**) the AngII (n = 5/group) and (**B**) the DOCA-HS (n = 6/group) in vivo models and heatmaps of identified metabolites in the (**C**) the AngII (n = 5/group) and (**D**) the DOCA-HS (n = 6/group). Unpaired, two-tailed *t*-test. * *p* < 0.05. CMG: Chios mastic gum, LysoPI: lysophosphatidylinositol, lysoPE: lysophosphatidylethanolamine, lysoPC: lysophosphatidylcholine.

**Figure 5:**
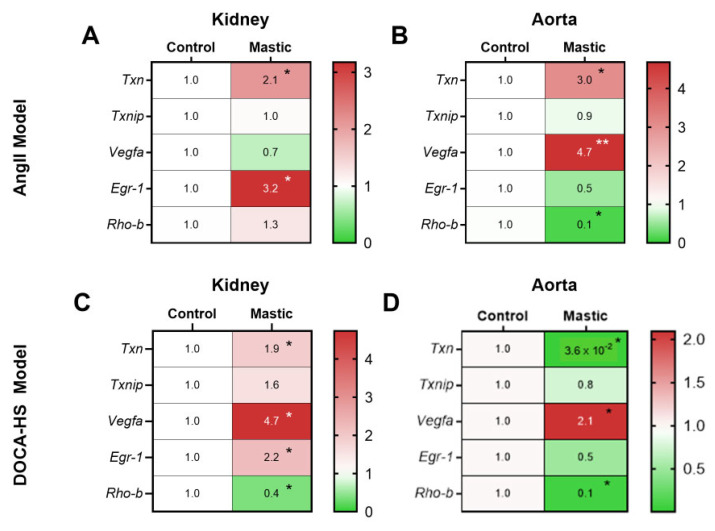
CMG increased antioxidant and endothelial targeted genes in the kidneys and aortas of the AngII- and DOCA–HS-induced in vivo models of hypertension. Heatmaps of Txn, Txnip, Vegfa, Egr1, and Rhob genes in the (**A**) kidney and (**B**) aorta of the AngII-treated rats. Heatmaps of Txn, Txnip, Vegfa, Egr1, and Rhob genes in the (**C**) kidney and (**D**) aorta, and graphs of the DOCA–HS-treated rats. Unpaired, two-tailed *t*-test. * *p* < 0.05, ** *p* < 0.01. AngII: angiotensin II, CMG: Chios mastic gum, DOCA: deoxycorticosterone acetate, Egr1: Early growth response 1, HS: high salt, Rhob: Ras homolog gene family member B, Txn: thioredoxin, Txnip: thioredoxin interacting protein, Vegfa: vascular endothelial growth factor A.

**Figure 6:**
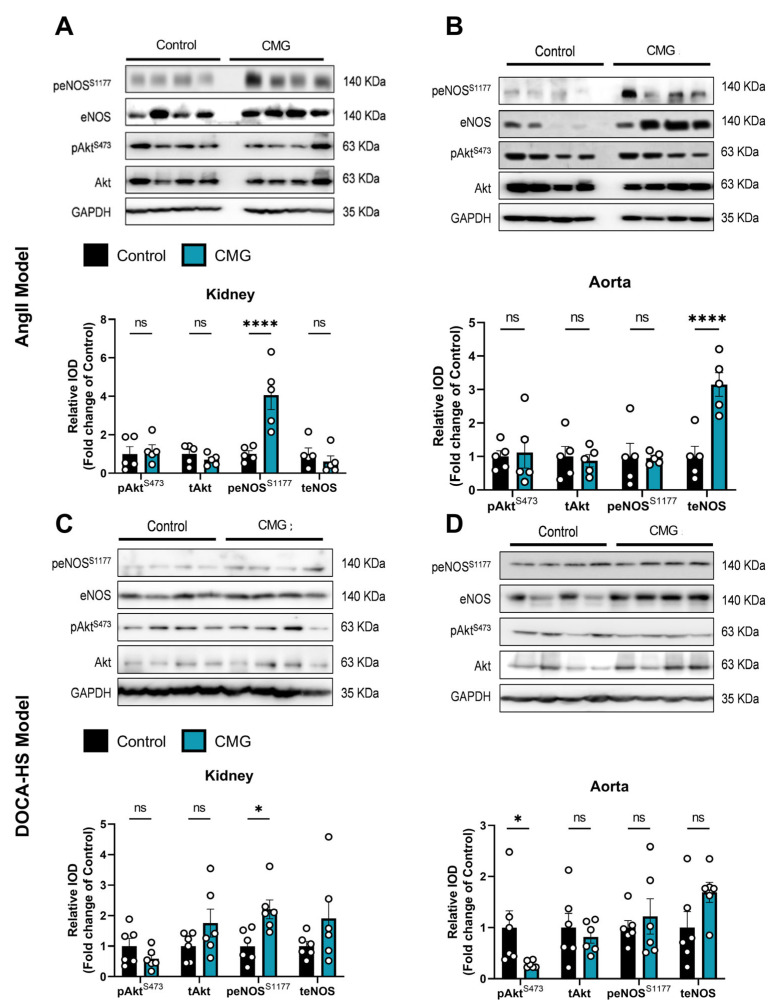
CMG leads to renal eNOS phosphorylation in both in vivo models of hypertension. Representative Western blot images and relative densitometry analysis of phospho-Akt and phospho-eNOS in the (**A**) kidney and (**B**) aorta of the AngII-treated rats (n = 5/group) and (**C**) kidney and (**D**) aorta of the DOCA–HS treated rats (n = 6/group). Data are presented as mean ± SD. Unpaired, two-tailed *t*-test. * *p* < 0.05, **** *p* < 0.001, ns: not significant. Akt: protein kinase B, AngII: angiotensin II, CMG: Chios mastic gum, DOCA: deoxycorticosterone acetate, HS: high salt, eNOS: endothelial nitric oxide synthase.

## Data Availability

Raw and processed data are uploaded at the Gene Expression Omnibus datasets database with GSE265763 as accession number. The data remain in private status and reviewers can access the record with the following secure token: ylyfsmiupbwnvmb.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16132152/s1, Table S1: Real-Time PCR primers used for target validation in kidneys and aortas. Real-Time PCR primers sequence, melting temperature and product size, used for target validation in kidneys and aortas in the AngII- and DOCA-HS in vivo models of hypertension. Txn, Thioredoxin; Txnip, Thioredoxin interacting protein; Egr-1, Early growth response protein 1; Vegf-a, Vascular endothelial growth factor A.

# Supplementary material for: Antihypertensive Potential of Pistacia lentiscus var. Chia: Molecular Insights and Therapeutic Implications
**Source:** Nutrients. 2024 Jul 5;16(13):2152. doi: 10.3390/nu16132152
**Supplement:** Supplementary file 1

## Article

**Antihypertensive potential of *Pistacia lentiscus* var. *Chia*: Molecular Insights and Therapeutic Implications.**

Panagiotis Efentakis<sup>1</sup>, Lydia Symeonidi<sup>1</sup>, Despoina D. Gianniou<sup>2</sup>, Eleni V. Mikropoulou<sup>3</sup>, Panagiota Giardoglou<sup>4</sup>, Dimitrios Valakos<sup>5</sup>, Giannis Vatsellas<sup>6</sup>, Maria Tsota<sup>4</sup>, Nikolaos Kostomitsopoulos<sup>5</sup>, Ilias Smyrnioudis<sup>7</sup>, Ioannis P. Trougamos<sup>2</sup>, Maria Halabalaki<sup>3</sup>, Georgios V. Dedoussis<sup>4</sup>, Ioanna Andreadou<sup>1\*</sup>

**Abstract: Background:** Hypertension poses a significant global health burden and is associated with cardiovascular morbidity. Chios mastic gum (CMG), derived from *Pistacia lentiscus* var. *Chia*, shows potential as a phytotherapeutic agent, due to its multifaceted beneficial effects. However, its anti-hypertensive effects and vascular, circulatory, and renal-related dysfunction, have not been thoroughly investigated. Herein, we aimed to explore the antihypertensive potential of CMG, focusing on vascular and renal endothelium, in vivo. **Methods:** Two models of hypertension in male rats by Angiotensin II and Deoxycorticosterone acetate (DOCA)-High Salt administration, were utilized. CMG was administered at 220 mg/kg daily for four weeks after hypertension onset and blood pressure was measured non-invasively. Whole blood RNA sequencing, metabolomics, real-time PCR, and Western blot analyses of kidney and aorta tissues were additionally performed. **Results:** CMG significantly lowered systolic, diastolic, and mean blood pressure in both models. RNA sequencing revealed that CMG modulated immunity in the Angiotensin II model and metabolism in the DOCA-HS model. CMG downregulated oxidative stress- and endothelial dysfunction-related genes and upregulated endothelial markers such as Vegfa. Metabolomic analysis indicated improved endothelial homeostasis via lysophosphatidylinositol upregulation. **Conclusion:** CMG emerges as a potent natural antihypertensive therapy, demonstrating beneficial effects on blood pressure and renal endothelial function.

**Keywords:** hypertension; chios mastic gum; phytotherapeutic; renal endothelium

## 1. Supplemental material and methods

### 1.1. Rat plasma liquid chromatography – mass spectrometry metabolomics

Plasma sample extraction was performed by protein precipitation. 100 µL of plasma were extracted by vortexing with 800 µL of ice-cold (−20°C) acetonitrile (ACN) [liquid chromatography-mass spectrometry (LC-MS) grade, Merck, Darmstadt, Germany]. Following centrifugation at 4°C, 12000 x rpm for 10 min (Mikro 200 R centrifuge, Andreas Hettich GmbH, Tuttlingen Germany), the supernatants were dried in an Eppendorf (Hamburg, Germany) vacufuge concentrator with no heating applied. Samples were reconstituted in 200 µL of the mobile phase prior to analysis by LC-MS. A pooled plasma sample was prepared by mixing equal volumes of all study samples prior to extraction.

LC-MS analysis was carried out on an Acquity H-Class Ultra Performance Liquid Chromatography (UPLC) System (Waters, Millford, MA, USA) coupled to a Thermo Velos Pro Orbitrap Elite (Thermo Scientific, Waltham, MA, USA) hybrid mass spectrometer equipped with a heated electrospray ionization source. Separation was achieved on an Acquity HSS T3 (Waters) column (100 × 2.1 mm, 1.8 µm) using a gradient consisting of water (MilliporeSigma, Burlington, MA, USA) with 0.1% (v/v) formic acid (LC-MS grade, Merck) (A) and ACN (B). Elution started at 2% B, which was maintained for 2 min and increased to 100% B for another 16 min. These conditions were maintained for 2 min before returning to the initial conditions in 1 min for a 4-min re-equilibration (25 min in total). Column temperature was set at 40°C and the flow rate was set to 0.4 mL/min. Source heater and capillary temperatures were set to 350 °C and the source voltage was 2.7 kV. Rf lens level was tuned at 45%. 5 µL of sample were injected into the system. High-resolution mass spectrometry (HRMS) data were acquired in the negative ionization mode in the full scan  $m/z$  range of 113 – 1000 with a resolution of 60000. Data-dependent acquisition was simultaneously performed using three dependent scan events, with a CID value of 35% and a mass resolution of 30000. Nitrogen was used as the sheath gas (45 au) and auxiliary gas (15 au). Spectral acquisition was performed using the XCalibur software version 2.2.

Data processing was performed using the MzMine software version 2.53 [1]. A standard workflow was applied including steps such as peak picking, chromatogram deconvolution, deisotoping and alignment, peak filtering was performed by removing features present in blank solvent samples. Compound annotation was based on HRMS and HRMS/MS spectral data comparison with online databases such as Human Metabolome Database (HMDB) [2], Metlin [3] and MassBank [4].

## 1.2. RNA-sequencing analysis

RNA was isolated from whole blood using Monarch® Total RNA reagent (#T2010, New England Biolabs, Ipswich, Massachusetts, USA) as per manufacturer's instructions. RNASeq experiments were carried out in the Greek Genome Center (GGC) of the Biomedical Research Foundation of the Academy of Athens (BRFAA). RNASeq libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina, with 1 µg of total RNA input. Library quality control (QC) was performed with the Agilent bioanalyzer DNA1000 kit and quantitation with the qubit spectrophotometric method. Sequencing was performed at Illumina NovaSeq 6000 system, generating at least 20 million 101 bp Single-End reads for each sample. QC was performed on the FASTQ raw data file for each sample using the FASTQC software. FASTQ files were aligned to the *Rattus norvegicus* rn6 genome using HISAT2 [5]. Counts were defined using the htseq-count command of HTSeq package v2.0.3 [6] using “intersection non-empty” mode and the “option” reverse regarding the library strandness, after removing the hemoglobin gene annotations from the rn6 gtf file. The count files were used as input for DESeq2 [7]. Normalization was performed with the estimate size factor function followed by Differentially Expressed Genes (DEGs) analysis. As DEGs were classified those with a log2Fold-Change value less

than  $-1.5$  or greater than  $1.5$  and a p-value of  $\leq 0.05$ . Pathway and Gene Ontology analysis was performed using the EnrichR web-tool [8].

### 1.3. Real-Time PCR

For RNA isolation, kidneys and aortas were pulverized in liquid nitrogen and extracted by the standardized Trizol protocol. RT-PCR was performed with the CFX96 Real-Time PCR Detection System (Bio-Rad, Munich, Germany). Isolated RNA was reverse-transcribed to cDNA using high-capacity cDNA reverse transcription kit (FastGene Scriptase II cDNA, Nippon Genetics, Japan). Specific primer pairs (Eurofins Genomics AT, GmbH) were designed (Primer-Blast, NCBI, NIH) and used in order to detect mRNA expression of target genes, using the SYBR® Green method (Eva Green, Solis BioDyne, Estonia) according to the manufacturer's instructions [9]. Real-time PCR primers' sequences, melting temperatures (Tms) and product sizes are presented in **Table S1**.

**Table S1:** Real-Time PCR primers used for target validation in kidneys and aortas.

| Table S1                             |                         |       |              |
|--------------------------------------|-------------------------|-------|--------------|
| Gene name                            | Primers (F/R)           | Tms   | Product Size |
| Txn ( <i>Rattus Norvergicus</i> )    | AGCTGATCGAGAGCAAGGAAG   | 59.86 | 83           |
|                                      | CGTGGCAGAGAAGTCCACTA    | 59.11 |              |
| Txnip ( <i>Rattus Norvergicus</i> )  | ACCAGCCTACAGGTGAGAAC    | 59.02 | 80           |
|                                      | AGGAAGCTCAAAGCCGAAC     | 59.60 |              |
| Egr-1 ( <i>Rattus Norvergicus</i> )  | GCACCTGACCACAGAGTCCTTT  | 62.45 | 89           |
|                                      | ACCGGGTAGTTTGGCTGGG     | 61.90 |              |
| Vegf-a ( <i>Rattus Norvergicus</i> ) | GCACATAGGAGAGATGAGCTTCC | 60.55 | 99           |
|                                      | CACCGCCTTGGCTTGTCACAT   | 63.78 |              |

*Real-Time PCR primers sequence, melting temperature and product size, used for target validation in kidneys and aortas in the AngII- and DOCA-HS in vivo models of hypertension. Txn, Thioredoxin; Txnip, Thioredoxin interacting protein; Egr-1, Early growth response protein 1; Vegf-a, Vascular endothelial growth factor A.*

### 1.4. Western Blot

Western Blot analysis in aortic and kidney tissues was performed as previously described [10]. Snap-frozen tissue samples were lysed in lysis buffer containing 1% Triton-X, 20mM tris(hydroxymethyl)aminomethane (Tris-Base) (adjusted pH 7.4), 150mM NaCl, 50mM KF, 1 mM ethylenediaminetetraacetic acid (EDTA), 1mM ethylene glycol-bis( $\beta$ -aminoethyl ether)-N,N,N',N'-tetra-acetic acid (EGTA), 1% sodium dodecyl sulphate (SDS), 0.5% sodium deoxycholate and 0.1% protease/phosphatase inhibitor cocktail, and homogenized. Lysates were centrifuged for 15 min ( $13000 \times g$ ,  $4^{\circ}\text{C}$ ). Supernatants were used for the determination of total protein by the Lowry method and samples preparation with Dave's buffer (4% SDS, 10% 2-mercaptoethanol, 20% glycerol, 0.004% bromophenyl blue, and 0.125 M Tris-HCl), as previously described [10]. An equal amount of protein was loaded into each well, separated by SDS-PAGE and transferred onto a polyvinylidene difluoride membrane (PVDF), which was blocked for 1-2 hours with 5% non-fat dry milk.

Membranes were incubated overnight at 4°C with primary antibodies and for 2 hours with secondary horseradish peroxidase (HRP)-conjugated antibodies at room temperature. Probed membrane signals were detected using chemiluminescent HRP substrate (Luminata Forte Western HRP substrate, Millipore, USA) and imaged using an automated cooled CCD imager (ImageQuant LAS 500, GE Healthcare Bio-Sciences, Sweden). Relative densitometry analysis was conducted using ImageJ 1.49v software (National Institutes of Health, USA).

Primary antibodies against phospho-eNOS (Ser1177, #9571), eNOS (#32027), phospho-Akt (Ser473, #4060), Akt (#9272) and GAPDH (#2118) (Cell Signaling Technology, Europe, B.V.) were used at 1:1000 dilution. Secondary HRP-linked antibodies anti-mouse and anti-rabbit were used (#7076, #7074 Cell Signaling Technology, Europe, B.V.) for protein visualization at 1:2000 dilution.

## 2. References

1. Pluskal, T.; Castillo, S.; Villar-Briones, A.; Oresic, M. MZmine 2: modular framework for processing, visualizing, and analyzing mass spectrometry-based molecular profile data. *BMC Bioinformatics* **2010**, *11*, 395, doi:10.1186/1471-2105-11-395.
2. Wishart, D.S.; Guo, A.; Oler, E.; Wang, F.; Anjum, A.; Peters, H.; Dizon, R.; Sayeeda, Z.; Tian, S.; Lee, B.L., et al. HMDB 5.0: the Human Metabolome Database for 2022. *Nucleic Acids Res* **2022**, *50*, D622-D631, doi:10.1093/nar/gkab1062.
3. Guijas, C.; Montenegro-Burke, J.R.; Domingo-Almenara, X.; Palermo, A.; Warth, B.; Hermann, G.; Koellensperger, G.; Huan, T.; Uritboonthai, W.; Aisporna, A.E., et al. METLIN: A Technology Platform for Identifying Knowns and Unknowns. *Anal Chem* **2018**, *90*, 3156-3164, doi:10.1021/acs.analchem.7b04424.
4. Horai, H.; Arita, M.; Kanaya, S.; Nihei, Y.; Ikeda, T.; Suwa, K.; Ojima, Y.; Tanaka, K.; Tanaka, S.; Aoshima, K., et al. MassBank: a public repository for sharing mass spectral data for life sciences. *J Mass Spectrom* **2010**, *45*, 703-714, doi:10.1002/jms.1777.
5. Kim, D.; Langmead, B.; Salzberg, S.L. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **2015**, *12*, 357-360, doi:10.1038/nmeth.3317.
6. Anders, S.; Pyl, P.T.; Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **2015**, *31*, 166-169, doi:10.1093/bioinformatics/btu638.
7. Love, M.I.; Huber, W.; Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **2014**, *15*, 550, doi:10.1186/s13059-014-0550-8.
8. Kuleshov, M.V.; Jones, M.R.; Rouillard, A.D.; Fernandez, N.F.; Duan, Q.; Wang, Z.; Koplev, S.; Jenkins, S.L.; Jagodnik, K.M.; Lachmann, A., et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* **2016**, *44*, W90-97, doi:10.1093/nar/gkw377.
9. Efentakis, P.; Lamprou, S.; Makridakis, M.; Barla, I.; Nikolaou, P.E.; Christodoulou, A.; Dimitriou, C.; Kostomitsopoulos, N.; Ntanasis-Stathopoulos, I.; Theochari, I., et al.

Mineralocorticoid Receptor Pathway Is a Key Mediator of Carfilzomib-induced Nephrotoxicity: Preventive Role of Eplerenone. *Hemasphere* **2022**, *6*, e791, doi:10.1097/HS9.0000000000000791.

10. Efentakis, P.; Kremastiotis, G.; Varela, A.; Nikolaou, P.E.; Papanagnou, E.D.; Davos, C.H.; Tsoumani, M.; Agrogiannis, G.; Konstantinidou, A.; Kastiris, E., et al. Molecular mechanisms of carfilzomib-induced cardiotoxicity in mice and the emerging cardioprotective role of metformin. *Blood* **2019**, *133*, 710-723, doi:10.1182/blood-2018-06-858415.

How the deposited data were processed for this re-analysis (not part of the article)

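Gene expression was measured by RNA sequencing of whole blood from rats of the AngII and the DOCA–HS model, in 8 libraries, with 2 libraries before and 2 after CMG administration in each model. The labels give cardiac puncture and heparin for the blood of all libraries, and the paper describes repeated blood sampling of the rats of each model without giving its route. Neither states whether libraries with the same replicate number came from the same rat, so the libraries were taken as unpaired, and a fit with the replicate number as a block is among the alternatives.

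The authors sequenced single-end reads, aligned them to the rn6 genome with HISAT2 and counted them on genes with HTSeq by strand, and they deposited these counts for each gene and library without normalization. They state that the hemoglobin annotations were removed before counting, while the deposited counts list Hbb and LOC100134871 as the most abundant genes. The counts hold 17446 genes, 5754 of them with no count in any library, and 0 columns other than those of the 8 libraries. Of the gene names, 15493 matched a symbol of the GRCr8 gene table and 17098 a symbol or a synonym. LOC100134871 had no entry in that table and was taken here as a hemoglobin gene. As GRCr8 is another assembly than that of the alignment, no coordinates are given. No gene named as mitochondrially encoded was found among the counts.

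The authors used DESeq2, and edgeR's quasi-likelihood test was used here, with DESeq2 among the alternatives. The 4 libraries of each model were fitted alone (filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest), after against before CMG, in edgeR 4.0.16 with R 4.3.3. The thresholds were those of the paper, a log2 fold change beyond 1.5 and an unadjusted p-value of at most 0.05, and Benjamini-Hochberg adjusted p-values were computed over all genes tested. A fit over all 8 libraries with 4 group means gave the difference between the models, and a fit with the model as a covariate gave the average change. Values per library are CPM with the TMM factor, and a log2 CPM used a prior count of 2. The standard error of an edgeR log2 fold change was derived from the test. It is the absolute log2 fold change divided by the square root of the F statistic. The counts of the 2 libraries of a group differed by more than counting error, with a chi-square per degree of freedom of 15.4 and 21.3 before and after CMG in the AngII model and of 94.6 and 84.8 in the DOCA–HS model. Where all libraries of a group had at most 3 counts, a fold is given as a bound against 3 counts, which covers counting error only.

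The pathway databases of the paper were not used here. In their place stood lists of gene symbols written in advance: innate immune genes, respiratory chain genes, cytosolic ribosomal genes, immediate early genes that the paper does not name, glucocorticoid-induced genes, interferon response genes, and markers of cytotoxic lymphocytes, T cells, B cells, monocytes, neutrophils, erythroid cells, platelets, hepatocytes, heart muscle and endothelium. Over-representation among the upregulated genes was tested with Fisher's exact test (one-sided) against the genes tested in the fit. That test takes genes as independent. The shift of a list was tested with camera (preset correlation 0.01) and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the lists of a model. Ribosomal genes share reads with pseudogenes, which the counting could split.

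The genes named were every gene that the paper's text names for blood RNA-seq or RT-PCR, the members of a list where the text is about that list, and in each model the 5 upregulated and 5 downregulated genes with the smallest unadjusted p-value among those with a mean of at least 10 counts and both after libraries on the same side of both before libraries. The rule for the latter left 53 upregulated and 21 downregulated genes in the AngII model and 122 and 17 in the DOCA–HS model. Genes named beyond this rule are marked as chosen after their values were seen.

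The computation was tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, in 5 runs. With no gene changed, a median of 55 of 7036 genes passed the paper's criterion in the AngII layout (33 to 61) and 114 of 7460 in the DOCA–HS layout (106 to 138). With 200 genes changed 4-fold, 85.6% of those tested were recovered by the criterion in the AngII layout, where 7008 genes were tested, and 82.2% in the DOCA–HS layout, where 7379 were tested. At an adjusted p-value under 0.05, a median of 121 changed and 9 unchanged genes were called in the AngII layout, and 73 and 8 in the DOCA–HS layout. The fit of the average change called 182 of 199 changed genes, and the fit of the difference between the models 19 of 389. Lists of changed genes were called in 5 of 5 runs by camera, fry and Fisher's exact test, and unchanged lists in 0. These draws used means, dispersions and library sizes, with no correlation between genes. They therefore cannot decide whether camera's preset correlation is too small for the real lists, where camera and fry disagreed. Nor do they test Fisher's exact test on genes that move together.

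The alternatives were DESeq2 1.42.0, the DESeq2 size factors within edgeR, limma-voom, no filter, at least 10 counts in every library, all 8 libraries in 1 fit, the replicate number as a block, other thresholds, and each library left out in turn. Further scalings, DESeq2 without a filter and the counts without the 2 hemoglobin genes were added after seeing the data. Correlations and exact permutation tests used SciPy 1.17.1 in Python 3.11.15, and plots were drawn with Matplotlib 3.10.9. The RT-PCR, metabolomic and blood pressure measurements of the paper were not analysed here.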

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

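The lists of genes and the fit of the difference between the models were set in advance, as was leaving out each library in turn. Scaling to total counts was added after seeing the data. The tests of the cytotoxic lymphocyte and monocyte markers were chosen before their result was seen. The other tests used in this part to weigh an explanation were chosen after their result was seen.

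The change after CMG administration differed between the models for 6 lists of genes by a test of the difference itself, over all 8 libraries (limma's camera, adjusted p-values between 3.46e-15 and 0.000141). As DOCA–HS minus AngII, the median log2 difference was −0.68 for the innate immune, 1.04 for the respiratory chain, 1.00 for the ribosomal, −1.12 for the B cell, 1.09 for the erythroid and 1.37 for the platelet list. None of the 6 differences was called by fry, whose unadjusted p-values lay between 0.178 and 0.404. Relative to all genes under total counts, the 6 lists lay at 0.23, 0.32, 0.21, −0.81, 0.31 and 1.15 in the DOCA–HS model and at 0.70, −0.40, −0.43, 0.40, −0.55 and −0.68 in the AngII model. Without that reference, total counts put the respiratory chain, ribosomal and erythroid lists lower in the DOCA–HS model (−0.44, −0.55 and −0.45) than in the AngII model (−0.04, −0.07 and −0.19), as that scaling shifts all genes alike. Total counts outside the 2 hemoglobin genes put these lists at 0.06, −0.04 and −0.01 in the DOCA–HS model. In the AngII model the same scaling gave −0.03, −0.05 and −0.17. DOCA–HS after replicate 2 held the fewest counts outside the hemoglobin genes, and its log2 CPM correlated with those of the other DOCA–HS libraries at 0.800 to 0.837 across genes, which are not independent replicates. The other DOCA–HS libraries reached 0.962 with one another. Without that library the differences were −0.32, 0.36, 0.31, −0.73, 0.51 and 1.56 in the same order. The platelet value argues against this library as the source of the platelet difference. For the other 5 lists, a part due to this library and a part due to the models cannot be told apart, since the difference shrank by more than 1.5 times and kept its sign. In the AngII model alone, the platelet median was 1.12 and −1.12 without before replicates 1 and 2, and −3.02 and 0.55 without after replicates 1 and 2. The B cell median there was −0.05, 0.48, 0.60 and −0.18 in the same order. A part of these 2 differences due to single AngII libraries therefore stays open. The models also differ in the stimulus and in the weeks of sampling, which was not tested as a biological explanation.

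In the AngII model, 6 lists that the paper does not discuss there moved as a set in camera, kept their sign in each pair of an after and a before library and with each library left out, and were called in none of the fry tests after adjustment. Their median log2 fold changes were −0.41 for respiratory chain genes, −0.40 for ribosomal genes, −0.68 for glucocorticoid-induced genes, 0.82 for cytotoxic markers, −0.29 for T cell markers and 0.36 for monocyte markers. Under total counts they were −0.04, −0.07, −0.28, 1.13, 0.10 and 0.74, so that of the T cell markers changed sign. Relative to all genes, total counts gave 0.76 for the cytotoxic markers and −0.40 for the respiratory chain genes. A scaling shifts all genes of a library alike, while the cytotoxic markers lay above the respiratory chain genes by at least 1.11 on the log2 scale in each of the 4 pairs of an after and a before library, which argues against scaling as the source of lists moving apart. The sign of a single list near 0, such as that of the T cell markers, still depends on it. Without before replicate 1 the glucocorticoid-induced genes were at −0.24 and the monocyte markers at 0.93, and without before replicate 2 the respiratory chain genes were at −0.23. Without after replicate 1 the respiratory chain genes were at −0.68, the ribosomal genes at −0.68, the cytotoxic markers at 0.49 and the T cell markers at −0.18. Without after replicate 2 the respiratory chain genes were at −0.27, the ribosomal genes at −0.22, the T cell markers at −0.54 and the monocyte markers at 0.23. A lower share of erythroid transcripts may lower the respiratory chain and ribosomal genes, as the erythroid markers were at −0.45. The erythroid markers were, however, at −1.22 without after replicate 1 and at −0.05 without after replicate 2, so this explanation and another cannot be told apart with 1 of the 2 after libraries carrying the fall. The cytotoxic markers Prf1 and Tbx21 had adjusted p-values under 0.05 when adjusted over the list alone, and the other 5 lists had 0 such genes, with 2 to 8 members at an unadjusted p-value of at most 0.05. Over all genes tested, 0 genes of these lists passed. An effect of CMG and of the 4 further weeks of AngII stays open, and no control library was analysed here to part the 2.

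In the DOCA–HS model, 4 lists that the paper does not discuss moved in camera and kept their sign in the same way. Their median log2 fold changes were 0.48 for cytotoxic markers, −0.45 for T cell markers, −0.92 for B cell markers and 0.91 for platelet markers. Under total counts they were −0.29, −1.20, −1.57 and 0.39, with the cytotoxic markers changing sign, and relative to all genes they were 0.47, −0.44, −0.81 and 1.15. Under total counts outside the 2 hemoglobin genes, chosen after seeing the data, they were 0.16, −0.89, −1.25 and 0.64. The cytotoxic markers kept their sign there. None had an adjusted p-value under 0.05 in fry, the T cell markers having an unadjusted fry p-value of 0.0497. No member passed when adjusted over the list alone or over all genes, and 1, 1, 1 and 3 members had an unadjusted p-value of at most 0.05. Without after replicate 2, the library with the fewest counts outside the hemoglobin genes, the medians were 0.36, −0.59, −0.62 and 1.11, which argues against that library as the source of these shifts. Without after replicate 1 they were 1.00, −1.32, −2.13 and 0.73. Without before replicate 1 that of the cytotoxic markers was 0.32, and without before replicate 2 it was 0.76. For the platelet markers, variation of platelet content between blood samples is a candidate explanation, since 2 libraries of a group differed by up to 2.89 on the log2 scale, in the AngII model, which is more than the rise. Within the DOCA–HS model the libraries of a group differed by 0.76 after and 0.64 before CMG. A biological change in the cells of the blood over the 4 weeks was not tested.

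In the 8 libraries, Hbb and LOC100134871 took a median of 68.1% of the counts, which the paper does not report. Without these 2 genes, 59 upregulated and 23 downregulated genes were called in the AngII model and 139 and 21 in the DOCA–HS model. No biological explanation of this share was tested.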

How the results depend on the processing

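No test in this part was chosen only after the result was seen; the settings added later are marked as such. The alternatives other than those marked as chosen after seeing the data were set before the data were examined.

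With the DESeq2 size factors within edgeR, with upper quartile scaling (chosen after seeing the data) and without the 2 hemoglobin genes (chosen after seeing the data), every count of called genes stayed within 1.5 times its value and every list test on its side of 0.05. The downregulated genes shared by both models remained 4 under these settings.

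DESeq2 in place of edgeR gave 3 genes with an adjusted p-value under 0.05 in the AngII model (Egr1, S1pr1 and Txnip), 211 upregulated and 8 downregulated genes in the DOCA–HS model, 1 gene upregulated in both models (Gzma), 1 gene that differed between the models (Rplp2), 8 genes changed on average and 10 ribosomal genes among the upregulated genes of the DOCA–HS model (Fisher's exact test, one-sided, p = 5.22e-05). The adjusted p-value of Txnip in the AngII model was 1.72e-07 in DESeq2 and that of Egr1 was 0.0291. S1pr1 was chosen for naming after its values were seen. The cause was not tested.

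Without a filter, 11196 genes of the AngII and 11208 of the DOCA–HS model were tested, more than with it. The cause of the higher counts of calls was not tested. There were 134 upregulated and 67 downregulated genes in the AngII model, 51 of all genes with an adjusted p-value under 0.05, and 225, 43 and 21 such genes in the DOCA–HS model. Both models shared 5 upregulated genes (Cdhr1, Gzma, Stard8, Tnfaip2 and Tspan7, of which all but Gzma were chosen for naming after their values were seen). The models differed in 20 genes, 22 genes changed on average, and 7 ribosomal genes were upregulated (Fisher's exact test, one-sided, p = 0.00127). With at least 10 counts in every library, only 5649 and 2668 genes were left to test. There were 11 upregulated and 11 downregulated genes in the AngII model, 31 and 1 in the DOCA–HS model, 1 shared upregulated gene (Gzma), 1 shared downregulated gene (Txnip) and 1 gene changed on average (Txnip), with 1 innate immune (Fisher's exact test, one-sided, p = 0.0643) and 2 respiratory chain genes (p = 0.141 in the same exact test).

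All 8 libraries in 1 fit gave 31 downregulated genes in the DOCA–HS model and 8 ribosomal genes among the upregulated genes (Fisher's exact test, one-sided, p = 6.97e-05). Limma-voom gave 1 shared downregulated gene (Txnip). The cause was not tested.

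The replicate numbers as a block gave 165 genes with an adjusted p-value under 0.05 in the AngII model, 1 shared upregulated gene (Gzma), 5 genes that differed between the models (Atp5me, Bglap, Ramp3, Rplp2 and Tubb2a, of which Bglap, Ramp3 and Tubb2a were chosen for naming after their values were seen) and 3 respiratory chain genes (Fisher's exact test, one-sided, p = 0.0997). The other counts moved by less than 1.5 times, with 82 upregulated and 23 downregulated genes in the AngII and 116 and 25 in the DOCA–HS model. Libraries of the same number deviated together, with correlations of 0.47 in the AngII and 0.32 in the DOCA–HS model, each from 2 pairs. That is too few to show a pairing, so the libraries were taken to share only a number. The paper describes repeated blood sampling of the rats without saying which number marks which rat. Whether a number marks a rat stays open.

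Thresholds changed the counts by their construction. At a log2 fold change of 1, there were 217 upregulated and 54 downregulated genes in the AngII and 211 and 34 in the DOCA–HS model. At a fold change of 1.5, there were 363 and 116 in the AngII and 211 and 34 in the DOCA–HS model, with 5 shared upregulated genes (Abi3, Bst2, Gzma, Rhov and Tnfaip2, of which Abi3, Bst2 and Rhov were chosen for naming after their values were seen). With an adjusted p-value under 0.05 required, there were 0 upregulated and 0 downregulated genes in either model, and 0 shared genes in either direction, against 479 genes in the AngII and 245 in the DOCA–HS model at an unadjusted p-value of at most 0.05. The list tests could not be run on empty lists.

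Among the settings chosen after seeing the data, total counts gave 210 upregulated and 12 downregulated genes in the AngII model, 4 with an adjusted p-value under 0.05 (Mff, Socs3, Tbx21 and Txnip, of which Mff and Socs3 were chosen for naming after their values were seen), 0 upregulated and 9 downregulated genes in the DOCA–HS model and 0 shared upregulated genes. Under this setting the log2 fold change of Txn1 in the DOCA–HS model was reversed, from 1.01 to −0.050. With total counts outside the 2 hemoglobin genes it was 0.42. Total counts outside the 2 hemoglobin genes gave 211, 12 and 4 genes in the AngII model, 21 upregulated genes in the DOCA–HS model, 0 shared upregulated genes and 1 respiratory chain gene (Fisher's exact test, one-sided, p = 0.184). DESeq2 without a filter gave 38 upregulated genes and 1 gene with an adjusted p-value under 0.05 (Txnip) in the AngII model, 8 downregulated genes in the DOCA–HS model, 1 shared upregulated gene (Gzma), 1 gene that differed between the models, 5 genes changed on average (Cybc1, Egr1, Gzma, Jun and Txnip, Cybc1 being chosen for naming after its values were seen) and 9 ribosomal genes (Fisher's exact test, one-sided, p = 1.78e-05). DESeq2 without a filter at a fold change of 1.5 gave 54 downregulated genes in the AngII model, 280 upregulated and 9 downregulated genes in the DOCA–HS model, 1 shared upregulated gene and 13 ribosomal genes (p = 1.07e-07 in the same exact test). The cause was not tested for any of these settings.

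With 1 library left out in turn, the genes changed on average numbered from 0 to 1 over the 8 fits, the 1 being Txnip without DOCA–HS after replicate 2. The counts of called genes within a model, and the difference between the models, were given no value there, since 1 library would be left in a group. For the 29 log2 fold changes of single genes, 306 of 336 values under settings with a test stayed on their side of the threshold, 29 were weaker and 1 was reversed. Of their 116 values with 1 library left out, 27 moved by more than the spread between replicates and 0 changed sign.

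The depth limits the DOCA–HS model most. Of its 20 downregulated genes, 19 had at most 10 counts in after replicate 2, as had 26 of its 138 upregulated genes, so that their fall or rise in that library was not measurable with precision.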

Differences from the paper's values

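No test in this part was chosen only after the result was seen, and the settings that were chosen after seeing the values are marked.

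For the AngII model, 24 downregulated genes were called here, against the paper's count of about 54 in Fig. 3, read by eye. Of the alternatives set before the data were examined, those without a filter (67) and with a log2 fold change threshold of 1 (54) came within 1.5 times of the paper's count. Those with DESeq2 (18), DESeq2 size factors (24), at least 10 counts in every library (11), all 8 libraries in 1 fit (29), the replicate block (23), a fold change of 1.5 (116), an adjusted p-value under 0.05 (0, with 479 genes of either direction at an unadjusted p-value of at most 0.05) and limma-voom (32) did not. DESeq2 without a filter at a fold change of 1.5, which was chosen after seeing the values, gave 54.

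For the DOCA–HS model, 138 upregulated genes were called here, against the paper's count of about 270 in Fig. 3, read by eye. Of the alternatives set before the data were examined, DESeq2 (211), no filter (225), a log2 fold change threshold of 1 (211) and a fold change of 1.5 (211) came within 1.5 times. DESeq2 size factors (161), at least 10 counts in every library (31), all 8 libraries in 1 fit (141), the replicate block (116), an adjusted p-value under 0.05 (0, with 211 genes that rose at an unadjusted p-value of at most 0.05) and limma-voom (100) did not. DESeq2 without a filter (205), and the same at a fold change of 1.5 (280), both chosen after seeing the values, came within 1.5 times as well.

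In the same model, 20 downregulated genes were called here, against the paper's count of about 9 in Fig. 3, read by eye. Of the alternatives set before the data were examined, DESeq2 (8) came within 1.5 times. DESeq2 size factors (18), no filter (43), at least 10 counts in every library (1), all 8 libraries in 1 fit (31), the replicate block (25), a log2 fold change threshold of 1 (34), a fold change of 1.5 (34), an adjusted p-value under 0.05 (0, with 34 genes that fell at an unadjusted p-value of at most 0.05) and limma-voom (26) did not. Total counts (9), DESeq2 without a filter (8), and the same at a fold change of 1.5 (9), all chosen after seeing the values, came within 1.5 times.

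Both models shared 2 upregulated genes here, against the paper's count of about 1 in Fig. 3, read by eye. Of the alternatives set before the data were examined, DESeq2 (1), at least 10 counts in every library (1) and the replicate block (1) gave the paper's count. DESeq2 size factors (2), no filter (5), all 8 libraries in 1 fit (3), a log2 fold change threshold of 1 (3), a fold change of 1.5 (5), an adjusted p-value under 0.05 (0, with 245 to 479 genes in a model at an unadjusted p-value of at most 0.05) and limma-voom (3) did not. DESeq2 without a filter, alone and at a fold change of 1.5, gave 1 under both settings, which were chosen after seeing the values.

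The paper's supplement states at least 20 M reads per sample, and the lowest library held 4.15 M counts on genes, where M stands for mega. The 2 values are not of 1 kind, as reads that fall on no gene are in the former and not in the latter, and none of the alternatives set before the data were examined changes the total counts.

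The paper names Rhob among the genes downregulated in both models. Its log2 fold changes here were −1.09 in the AngII and −1.32 in the DOCA–HS model, short of the threshold. Rhob was called in both models at a log2 fold change threshold of 1, at a fold change of 1.5, and by DESeq2 without a filter at a fold change of 1.5, the last of which was chosen after seeing the values. Tnfaip2 was upregulated in both models here, while the paper names Gzma alone. Of the genes labelled in Fig. 3A, 16 of 25 upregulated and 14 of 20 downregulated ones were called here, and of those labelled in Fig. 3B, 35 of 41 and 2 of 2. DESeq2 without a filter at a fold change of 1.5, chosen after seeing the values, called all 25, 20, 41 and 2 of them. The same setting, chosen after seeing the values, gave 91 upregulated and 54 downregulated genes in the AngII model, 280 and 9 in the DOCA–HS model and 1 and 5 in both, against the paper's counts of about 91, 54, 270, 9, 1 and 5 in Fig. 3, read by eye. All 6 counts thus came within 1.5 times of the paper's under a fold change of 1.5, where the paper's methods state a log2 fold change of 1.5.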

Other observations

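The tests chosen only after the result was seen were those of a single library, of total counts outside the hemoglobin genes, of thinning outside the hemoglobin genes, of hepatocyte transcripts at equal depth, of the correlations between lists, of the unadjusted count on average and of the splits within a model.

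The fit of the average change over both models was repeated for the 34 splits of the 8 libraries into 4 and 4 that could be fitted with the model as a covariate. The real split had 0 genes with an adjusted p-value under 0.05, so 34 of the 34 splits had as many by construction, and this count decides nothing. Of the 34 splits, 14 gave as many as the 312 genes at an unadjusted p-value of at most 0.05. The split by replicate number gave 3 genes with an adjusted p-value under 0.05 and 452 at an unadjusted p-value of at most 0.05. Within a model, the 4 libraries make 3 splits, too few to give a share under 0.05. In each model 2 of the 3 splits gave at least as many genes past the paper's criterion as after against before. The split by replicate number gave 242 genes in the AngII model, 180 of them with an adjusted p-value under 0.05, against 89 in the real split. The same split gave 240 genes against 158 in the DOCA–HS model. The remaining split gave 9 and 27 genes.

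More genes rose than fell in the DOCA–HS model. A difference in library size is argued against, since after thinning of all 4 libraries to 651764 counts outside the hemoglobin genes at least 80% of the called genes rose in each of 10 draws. For the scaling, the test chosen earlier asked whether the DESeq2 size factors, upper quartile scaling or total counts brought the share of risers to an even split, and none of the 3 did. For all other results the latter 2 scalings were added after seeing the data. The share of risers was 85.1% to 89.9% under TMM, the DESeq2 size factors and upper quartile scaling, 0% under total counts, and 60% under total counts outside the hemoglobin genes, a setting chosen after seeing the data. An excess of risers and an effect of the scaling cannot be told apart, since no library holds a standard for the amount of RNA. For a single library, 53.9% of the genes beyond a log2 fold change of 1.5 rose without after replicate 2, which held the fewest counts outside the hemoglobin genes. Without after replicate 1 the share was 23.8%, and in the AngII model the shares without either after library were 30.4% and 49.8%, so that leaving out any after library removed the excess and an effect of that 1 library cannot be told apart from one of the other.

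The immediate early genes Egr1, Fosb and Jun fell in both models. The 22 immediate early genes that the paper does not name also fell as a set in the AngII model, with a median log2 fold change of −0.31 (camera's unadjusted p-value 0.000112, unadjusted fry p-value 0.136). Under total counts the median was 0.03, 0.34 below that of all genes, and it was −0.49 without before replicate 1, −0.17 without before replicate 2 and −0.68 without after replicate 1. The value is consistent with a fall of these genes as a class, which may follow from blood handling or from a change in the cells. The median in the DOCA–HS model was −0.20, with an unadjusted camera p-value of 0.250, −0.41 without before replicate 2 and −0.44 without after replicate 1, and −1.09 under total counts, 0.33 below that of all genes. There, a fall of the named genes alone and a fall of the class cannot be told apart, since the set moved down by less than the test can call. No gene of the list passed in either model when adjusted over the list alone or over all genes, and 5 in the AngII and 0 in the DOCA–HS model passed an unadjusted p-value of 0.05.

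Alb and Hpd, labels of Fig. 3B, had 0 counts in both before libraries of the DOCA–HS model. After CMG they had 11 and 4 (Alb) and 9 and 5 (Hpd) counts. The mean of the 2 after libraries lay 7.59-fold and 8.73-fold above a bound of 3 counts before CMG. These folds rest mostly on after replicate 2, with 2.87 (Alb) and 3.59 (Hpd) normalized CPM. After replicate 1 had 0.858 and 0.702, so its own folds are lower. The test chosen earlier asked for a rise of the other hepatocyte transcripts as a set, and too few of them had counts for it. In its place, at an equal depth of 651764 counts outside the hemoglobin genes, 4.72 and 4.17 of 35 other abundant hepatocyte transcripts had a count before CMG on average over 100 draws, and 9.66 and 8 after it. Alb also had 0 and 0 counts before and 1 and 6 after CMG in the AngII model, where Hpd had 2 and 0 before and 0 and 1 after it. The values at equal depth, 8 transcripts in the lower after library, are consistent with RNA from hepatocytes in the blood of the after libraries. Among the most abundant hepatocyte genes, Apoa1 had 1 and 0 counts before and 4 and 4 after CMG, and Tf, which blood cells also express, had a log2 fold change of 0.09. Apoa1, Tf and the pair of Alb and Hpd were chosen for naming after their values were seen. Only 4 members of the list were tested in a fit, with medians of 0.42 in the AngII and 0.43 in the DOCA–HS model. Under total counts these were 0.77 and −0.24, which lay 0.41 and 0.52 above all genes. Within the DOCA–HS model it was 0.14 without before replicate 1 and 0.87 without before replicate 2, and in the AngII model it was 0.65 without before replicate 1. A change of the liver over the weeks of DOCA–HS was not tested.

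The respiratory chain and ribosomal genes rose in the DOCA–HS model by medians of 0.65 and 0.59, which fell to −0.44 and −0.55 under total counts. Under total counts outside the 2 hemoglobin genes these medians were 0.06 and −0.04. Without after replicate 1 they were 1.23 and 1.01. Without after replicate 2 the ribosomal genes were at −0.11 and the respiratory chain genes at −0.12, so that the rise may come from that 1 library with few counts outside the hemoglobin genes. The test chosen earlier asked whether erythroid or platelet markers rose by at least as much as the respiratory chain genes, which the platelet markers did (0.91) and the erythroid markers (0.52) did not. The latter were at −0.45 under total counts, −0.01 under total counts outside the 2 hemoglobin genes, −0.03 without after replicate 2 and 1.04 without after replicate 1. In correlations added afterwards, over the 8 libraries, the level of the erythroid markers correlated with that of the respiratory chain genes (Pearson's r = 0.711, exact permutation p = 0.0201, adjusted over 4 relations 0.0402; Spearman's rho = 0.857, exact permutation p = 0.0107) and with that of the ribosomal genes (r = 0.838, exact permutation p = 0.00508, adjusted 0.0203; rho = 0.905, exact permutation p = 0.00456). Without the 2 libraries farthest from the median, r was 0.626 and 0.757. Each model has 4 libraries, too few for a correlation within it. A higher share of reticulocytes and a change within cells cannot be told apart, since 1 library carries the rise of both. The platelet level did not correlate with that of the respiratory chain genes (r = 0.0858, exact permutation p = 0.846, adjusted 0.846; rho = 0.0952, exact permutation p = 0.840; r = −0.10 without 2 libraries) or with that of the ribosomal genes (r = 0.187, exact permutation p = 0.649, adjusted 0.846; rho = 0.143, exact permutation p = 0.752; r = 0.02 without 2 libraries). The rise of the platelet markers met the earlier test and the correlation gave no relation, so a part due to platelets cannot be told apart from the rest with 8 libraries. A bias by transcript length was not tested. Of the respiratory chain list, 2 genes are also in the heart muscle list, and 3 are labels of Fig. 3.

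Gzma rose in both models. The other markers of cytotoxic lymphocytes rose as a set too, by 0.82 in the AngII model (camera's unadjusted p-value 1.91e-09, unadjusted fry p-value 0.0102) and by 0.48 in the DOCA–HS model (camera's unadjusted p-value 0.00293, unadjusted fry p-value 0.225). Under total counts these medians were 1.13 and −0.29, 0.76 and 0.47 above all genes. Total counts outside the 2 hemoglobin genes gave 1.15 and 0.16. In the AngII model the median was 0.49 without after replicate 1, and in the DOCA–HS model it was 1.00 without after replicate 1, 0.32 without before replicate 1 and 0.76 without before replicate 2. The rise is consistent with a higher share of cytotoxic lymphocytes in the blood after CMG, and a rise within these cells was not tested. Of the list, 3 genes are labels of Fig. 3, and without them the medians were 0.72 and 0.40. T cell markers moved by −0.29 and −0.45 over the same libraries (0.10 and −1.20 under total counts), and by −0.18 in the AngII model and −1.32 in the DOCA–HS model without after replicate 1, and −0.54 in the AngII model without after replicate 2.

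Innate immune genes rose in the AngII model. Monocyte markers rose too, by 0.36 (camera's unadjusted p-value 0.000274, unadjusted fry p-value 0.161), 0.38 above all genes under total counts, and by 0.93 without before replicate 1 and 0.23 without after replicate 2. This is consistent with a higher share of monocytes. Neutrophil markers had a median of −0.10 (0.30 under total counts, 0.06 below all genes), with 5 of 15 members above 0. A higher share of neutrophils and an unchanged one cannot be told apart, since the members went both ways around a median near 0. The median was −0.22 without before replicate 1, −0.23 without before replicate 2, −0.05 without after replicate 1 and −0.19 without after replicate 2. Monocyte markers of the DOCA–HS model were at 0.45, −0.52 without after replicate 1, 0.84 without after replicate 2, 0.30 without before replicate 2 and −0.13 under total counts.

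The paper measured Txn and Vegfa in kidney and aorta, and whole blood gave the following values. Txn, listed as Txn1, had a log2 fold change of −0.32 (standard error 0.36, adjusted p = 0.850, edgeR's quasi-likelihood test) in the AngII model, from −0.77 without after replicate 1 to −0.02 without after replicate 2. For DOCA–HS it was 1.01 (standard error 0.52, adjusted p = 0.997, edgeR), 0.45 without after replicate 2 and −0.05 under total counts. Vegfa was below the filter on low counts, at 0.598 CPM before and 1.09 after CMG in the AngII model and 0.633 and 0.788 in the DOCA–HS model.

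Ndufa1, a label of Fig. 3A, had 125 and 3 counts before CMG and 2 and 2 after it in the AngII model, so its fall rests on before replicate 1. Rplp2 had 23 and 143 counts before and 15 and 16 after CMG in that model, a log2 fold change of −2.84 that was −0.12 without before replicate 2. Ndufa1 was chosen for naming after its values were seen. Across the 7118 genes tested in both models, the log2 fold changes of the models had a Pearson's r of −0.10 and a Spearman's rho of −0.13, and 44.4% had the same sign, where genes are not independent replicates.

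The remaining lists were as follows. Interferon response genes were at 0.13 in the AngII and 0.06 in the DOCA–HS model (0.48 and −0.55 under total counts, 0.12 and 0.21 above all genes). They were at −0.22 without AngII after replicate 1, −0.01 without AngII before replicate 2, 0.38 without AngII after replicate 2, −0.74 without DOCA–HS after replicate 1, −0.08 without DOCA–HS before replicate 1, 0.13 without DOCA–HS before replicate 2 and 0.23 without DOCA–HS after replicate 2. B cell markers were at 0.31 in the AngII model (0.76 under total counts), −0.05 without before replicate 1, 0.48 without before replicate 2, 0.60 without after replicate 1 and −0.18 without after replicate 2. Glucocorticoid-induced genes were at −0.25 in the DOCA–HS model (−0.98 under total counts), 0.06 without before replicate 2, −0.52 without after replicate 1 and −0.49 without after replicate 2. Neutrophil markers were at −0.47 in that model (−1.27 under total counts), or −0.31 with genes at the floor set to their bound, 0.57 without before replicate 2, −0.84 without before replicate 1, −0.97 without after replicate 1 and −0.92 without after replicate 2. Platelet markers were at −0.35 in the AngII model (−0.32 under total counts), 1.12 without before replicate 1, −1.12 without before replicate 2, −3.02 without after replicate 1 and 0.55 without after replicate 2. Endothelial transcripts were at 0.11 in the AngII model (0.54 under total counts) and −0.19 in the DOCA–HS model (−0.82 under total counts), with 9 and 7 of 21 tested. They were at 0.33 without AngII before replicate 1, 0.26 without AngII before replicate 2, 0.27 without AngII after replicate 1, −0.37 without DOCA–HS before replicate 1, −0.08 without DOCA–HS before replicate 2, −0.48 without DOCA–HS after replicate 1 and 0.03 without DOCA–HS after replicate 2, and 2 of these genes are also platelet markers. No gene of the heart muscle list was tested, and 1 to 3 of its 23 members had a count in a library, with sums of 1 to 11 counts.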
